# FGF19 and its analog Aldafermin cooperate with MYC to induce aggressive hepatocarcinogenesis

**DOI:** 10.1038/s44321-023-00021-x

**Published:** 2024-01-16

**Authors:** José Ursic-Bedoya, Guillaume Desandré, Carine Chavey, Pauline Marie, Arnaud Polizzi, Benjamin Rivière, Hervé Guillou, Eric Assenat, Urszula Hibner, Damien Gregoire

**Keywords:** Aldafermin (NGM282), FGF19-15, Hydrodynamic Injections, Liver Cancer, Oncogenic Cooperation, Cancer, Digestive System, Metabolism

## Abstract

FGF19 hormone has pleiotropic metabolic functions, including the modulation of insulin sensitivity, glucose/lipid metabolism and energy homeostasis. On top of its physiological metabolic role, FGF19 has been identified as a potentially targetable oncogenic driver, notably in hepatocellular carcinoma (HCC). Nevertheless, FGF19 remained an attractive candidate for treatment of metabolic disease, prompting the development of analogs uncoupling its metabolic and tumor-promoting activities. Using pre-clinical mice models of somatic mutation driven HCC, we assessed the oncogenicity of FGF19 in combination with frequent HCC tumorigenic alterations: p53 inactivation, CTNNB1 mutation, CCND1 or MYC overexpression. Our data revealed a strong oncogenic cooperation between FGF19 and MYC. Most importantly, we show that this oncogenic synergy is conserved with a FGF19-analog Aldafermin (NGM282), designed to solely mimic the hormone’s metabolic functions. In particular, even a short systemic treatment with recombinant proteins triggered rapid appearance of proliferative foci of MYC-expressing hepatocytes. The fact that FGF19 analog Aldafermin is not fully devoid of the hormone’s oncogenic properties raises concerns in the context of its potential use for patients with damaged, mutation-prone liver.

## Synopsis

FGF19-analog Aldafermin, reportedly devoid of the hormone oncogenic properties, is envisioned as a therapeutic tool for the treatment of chronic liver diseases. Using pre-clinical mouse models, we found that FGF19 and Aldafermin cooperate with oncogenes implicated in liver carcinogenesis.

- FGF19/FGF15 cooperate with MYC, giving rise to aggressive, fast-growing tumors.
- Aldafermin retains oncogenic properties in the context of MYC overexpression.
- The hormone and its analog promote carcinogenesis through deregulation of identical pathways.

## Abstract (web summary)

FGF19-analog Aldafermin, reportedly devoid of the hormone oncogenic properties, is envisioned as a therapeutic tool for the treatment of chronic liver diseases. Using pre-clinical mouse models, we found that FGF19 and Aldafermin cooperate with oncogenes implicated in liver carcinogenesis.

The paper explained **Problem**

Fibroblast growth factor 19 (FGF19) is a hormone with well-documented beneficial metabolic effects. However, it is also known to promote carcinogenesis in hepatocellular carcinoma (HCC), the main primary liver tumor. FGF19 analogs (such as Aldafermin), reported to be devoid of oncogenic properties, have been developed and are currently being tested in patients with metabolic dysfunction-associated steatohepatitis (MASH). However, the potential synergy between FGF19, or its analogs, and other frequent oncogenic events in liver carcinogenesis has so far been understudied.

**Results**

We used preclinical animal models of liver carcinogenesis to test possible oncogenic cooperation between FGF19 and Aldafermin with oncogenic events frequently encountered in human HCC. We identified a strong cooperation of both FGF19 and Aldafermin with an increased expression of MYC, an oncogene activated in many, if not all, malignancies. The tumors developed by the animals shared molecular and histological characteristics with human HCC, which arises mostly in chronically injured liver, such as in patients suffering from MASH.

**Impact**

Overall, our preclinical results strongly argue for caution in the clinical use of FGF19 analogs for treatment of metabolic liver dysfunction. This is especially true for patients suffering from chronic liver diseases, who are at risk of harboring genetic alterations that might interact with FGF19 analogs in the process of liver tumorigenesis.

## Introduction

Fibroblast growth factor 19 (FGF19) is an ileum-secreted hormone that controls bile acids synthesis and regulates several metabolic functions (Owen et al, 2015). Pleiotropic activities of FGF19, and its rodent ortholog FGF15, are important regulators of liver physiology, through increase of metabolic rate, improvement of glucose and insulin tolerance and decrease of fasting insulin levels (Lan et al, 2017; Marcelin et al, 2014; Gadaleta and Moschetta, 2019). On the other hand, FGF19 displays a mitogenic activity and has been identified as an oncogenic driver in hepatocellular carcinoma (HCC). Focal amplification of 11q13 locus, encompassing *FGF19*, is among the most frequent amplification events in HCC (6–15% of HCC) (Sawey et al, 2011; Schulze et al, 2015; Guichard et al, 2012). This genetic alteration is associated with more aggressive tumors, higher risk of recurrence after surgical resection and lower overall survival rates (Miura et al, 2012; Ahn et al, 2014; Schulze et al, 2015; Kang et al, 2019). Moreover, mice with forced FGF19 overexpression develop hepatic tumors (Nicholes et al, 2002; Zhou et al, 2014a, 2017c) while targeting of FGFR4, the main FGF19 receptor in the liver, reduces tumor growth (Hagel et al, 2015; French et al, 2012). Importantly, an inhibitor of FGFR4, Fisogatinib (BLU-554), has demonstrated clinical activity in HCC patients with aberrant FGF19 expression (Kim et al, 2019) (phase I clinical trial, NCT02508467).

The interconnections between FGF19 oncogenic and metabolic activities, as well as the relative contributions of the downstream effectors of the hormone, remain poorly characterized. FGF19 binding to its receptor FGFR4 and co-receptor β-Klotho (KLB) has been reported to activate several major signal transduction pathways, such as Ras/MAPK, Akt, Mst1/2 and β-catenin signaling, which are all implicated in hepatic carcinogenesis (Chen et al, 2020; Ornitz and Itoh, 2015; Ji et al, 2019). Moreover, FGF19 acts on multiple cell types and binds other members of the FGFR family, including FGFR1c (Owen et al, 2015; Lan et al, 2017). This redundancy between FGFRs may account for some limitations in the efficacy of FGFR4 specific inhibitors (Tao et al, 2022).

Despite the clear association between FGF19 and HCC, the metabolic properties of the hormone, notably its remarkable inhibitory effect on lipid accumulation, have prompted efforts to develop analogs devoid of the oncogenic activity. (Gadaleta et al, 2018; Zhou et al, 2014b). NGM282 (more recently named Aldafermin), has been reported to retain bile acid synthesis inhibition, without promoting tumor formation (Zhou et al, 2014b, 2017a; DePaoli et al, 2019). Aldafermin, which was selected in a systematic screen of FGF19 mutants in diabetic db/db mice, carries a 5-amino acid deletion and 3 amino acids substitutions in the N-terminal part of the protein, which is the FGFR4 receptor binding domain (Zhou et al, 2014b). The proposed interpretation for the reported loss of the oncogenic activity of Aldafermin was that the altered binding to the FGFR4/KLB receptor would fail to activate the STAT3 pathway, which might be implicated in the oncogenic properties of FGF19 (Zhou et al, 2017c, 2014b). Aldafermin was subsequently tested in several clinical trials involving patients receiving the molecule subcutaneously during 12 or 24 weeks for non-cirrhotic metabolic dysfunction-associated steatohepatitis (MASH), primary sclerosing cholangitis, primary biliary cholangitis or bile acid diarrhea (Hirschfield et al, 2019; Harrison et al, 2022; Mayo et al, 2018; BouSaba et al, 2023). These first trials generated promising results with decrease in liver fat content and fibrosis serum surrogate markers. A phase 2b randomized clinical trial involving 160 patients with MASH-related compensated cirrhosis treated with Aldafermin for 48 weeks has just been published (Rinella et al, 2023). While the primary end point has been achieved (decrease in enhanced liver fibrosis score ELF in the 3 mg Aldafermin-treated group), it failed to show histological improvement.

Here, we investigated the effects of FGF19/15 and Aldafermin in the framework of oncogenic cooperation with several common HCC drivers. We reasoned that a diseased, inflamed liver is subjected to microenvironmental insults that may result in increased somatic mutation incidence, as shown in the context of cirrhosis (Rebouissou and Nault, 2020). It was therefore of interest to assess possible tumor promoting effects of oncogenic combinations involving FGF19 and its analogs.

## Results

### FGF19 and FGF15 cooperate with MYC to trigger hepatic carcinogenesis

We used hydrodynamic gene transfer (HGT) (Zhang et al, 1999; Liu et al, 1999) to transfect hepatocytes in vivo to combine overexpression of the human FGF19 with genetic alterations frequently observed in HCC. We selected *Trp53* inactivation, β-catenin activating mutation and MYC overexpression, which are among the most frequently affected oncogenic alterations in human HCC (Zucman-Rossi et al, 2015; Molina-Sánchez et al, 2020; Fig. 1A), as well as the overexpression of cyclin D1 (CCND1), the latter mimicking the focal amplification of 11q13 (encoding both FGF19 and CCND1) observed in 10% of HCC (Sawey et al, 2011).

**Figure 1:**
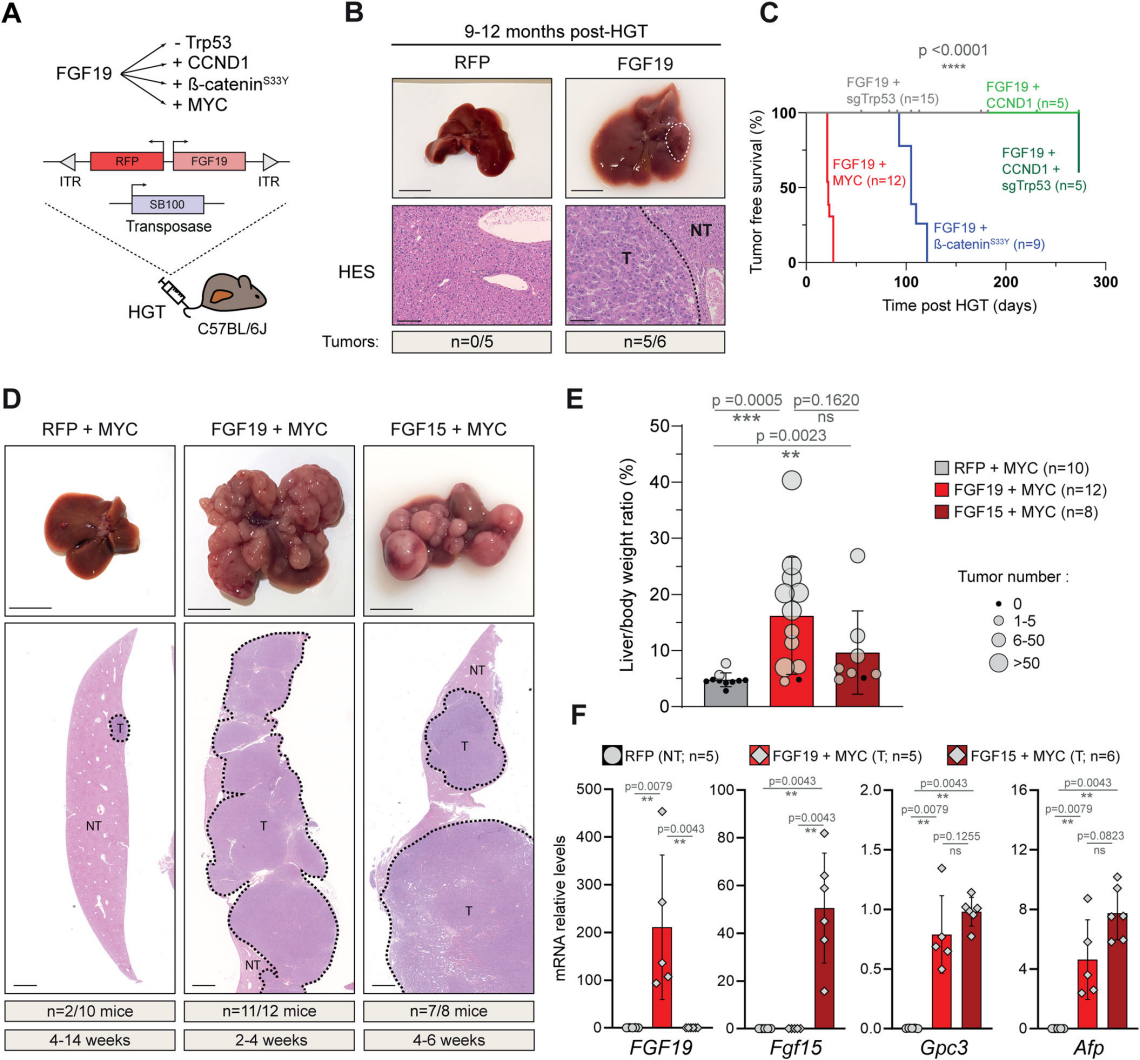
FGF19 and FGF15 cooperate with MYC to trigger liver carcinogenesis. (**A**) Experimental strategy to test FGF19/15 cooperation with other oncogenic events. Female C57BL/6J mice are subjected to hydrodynamic gene transfer (HGT) of a combination of oncogenes and the Sleeping-Beauty transposase 100 (SB100). (**B**) Representative livers and hematoxylin & eosin & Saffron (HES) stained sections following HGT with empty vector (RFP) or FGF19 plasmids, as indicated. (**C**) Kaplan–Meier curve of tumor-free survival for distinct oncogenic combinations, as indicated. Statistical significance was determined using Mantel-Cox (Log-rank) test; *p* value is indicated. (**D**) Representative livers and HES stained sections following hydrodynamic injection with RFP + MYC, FGF19 + MYC and FGF15 + MYC. (**E**) Liver/body weight ratio and tumor number per liver following HGT with the indicated combinations of oncogenes. (**F**) RT-qPCR expression analysis of transfected FGF 19/15 and HCC markers Glypican 3 and Alpha fetoprotein in RFP parenchyma (NT) and FGF19 + MYC and FGF15 + MYC tumors (T). Data information: Scale-bars: 1 cm (macroscopic liver), 100 µm (HES staining). Data are represented as mean ± SD. Number of mice per group and tumor incidence indicated are indicated in the figure. The data are representative of at least two independent experiments and all replicates shown are biological replicates. All tumoral samples come from independent mice. Statistical significance was evaluated using Mann–Whitney test performed on liver/body weight (**E**) or mRNA levels (**F**). Significant *p* values are indicated: ns (non significant) *p* > 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. RFP red fluorescent protein, T tumor, NT non-tumor parenchyma. Source data are available online for this figure.

FGF19 transfection of hepatocytes led to supra-physiological plasma levels of the hormone (1–10 ng/mL), that persisted over several months and displayed long-term metabolic effects (Ursic-Bedoya et al, 2022). Nine-to-12 months after HGT, most animals developed tumors (incidence *n* = 5/6, one tumor/liver) (Fig. 1B). Thus, with circulating FGF19 levels 6 to 100-fold lower than in previously described mouse models of FGF19 overexpression (Zhou et al, 2017b; Nicholes et al, 2002), we confirmed the previously reported moderate oncogenic effect of FGF19.

Associating FGF19 overexpression with Crispr/Cas9-mediated inactivation of p53 (Bacevic et al, 2019), did not accelerate tumorigenesis (Fig. 1C). Similarly, the incidence of tumor development in FGF19/CCND1/sg*Trp53* animals 10 months after HGT remained identical to that of FGF19 animals (*n* = 2/5, maximum of 1 tumor/liver) (Fig. 1C). Therefore, our results suggest that there is no oncogenic cooperation between FGF19 overexpression and p53 inactivation or CCND1 overexpression.

In contrast, combination of overexpression of FGF19 and β-catenin^S33Y^ gave rise to tumors in 4 months (*n* = 9/9, mean = 3.7 tumors/liver, Figs. 1C and EV1), significantly increasing hepatic carcinogenesis that was triggered by β-catenin^S33Y^ alone at the same time point (*n* = 2/6, 1 or 2 tumors/liver).

**Figure EV1:**
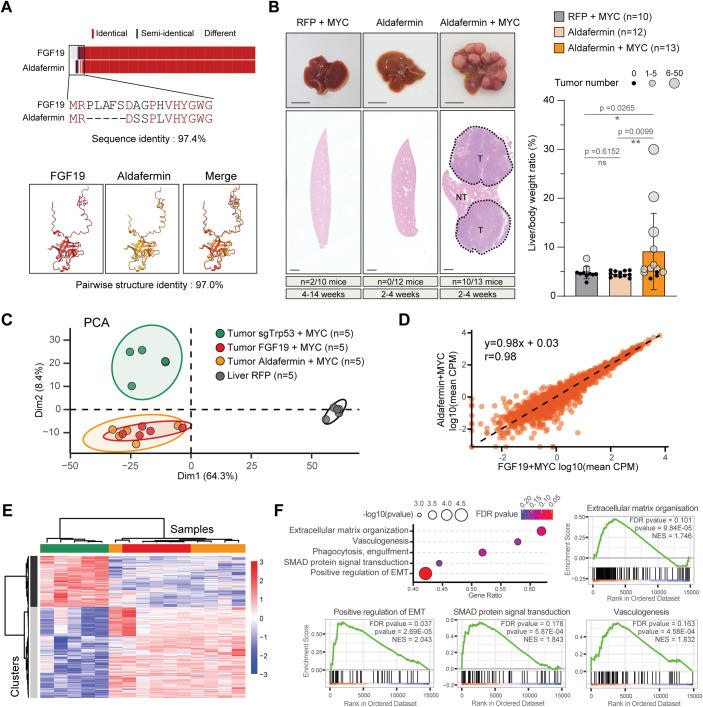
FGF19 cooperates with β-catenin^S33Y^ to induce hepatic carcinogenesis. Representative livers and HES-stained sections from mice following hydrodynamic gene transfer with either FGF19, β-catenin^S33Y^ or both. Tumor incidence is indicated. Liver/body weight ratio for each mouse, with dot sizes proportional to tumor burden. Scale bar for zoom: 200 μm. Scale bar for large view: 1 cm. Mann–Whitney test statistical significance is indicated. Data are represented as mean ± SD. ns (non significant) *p* > 0.05, *p < 0.05, **p < 0.01.

However, the most spectacular results were obtained when FGF19 was associated with the overexpression of MYC: at a maximum of 4 weeks after HGT, these animals had to be sacrificed, for ethical reasons (Fig. 1C). Their livers presented an elevated tumor burden (*n* = 11/12; mean = 72 tumors per liver, CI_95_ [45, 99]) (Fig. 1D,E). This was in sharp contrast with control mice transfected with MYC and RFP (i.e., control empty vector) for which only 2 mice out of 10 presented tumors (1 tumor per liver), despite the extended delay of their sacrifice, up to 14 weeks post-HGT (Fig. 1D,E).

Oncogenic properties of FGF15, the rodent ortholog of FGF19, are controversial. While one report found that FGF15 enhanced chemically induced liver carcinogenesis (Uriarte et al, 2015), another article stated that FGF15 was devoid of oncogenic properties, presumably due to structural differences with the human hormone (Zhou et al, 2017b). In our model, the co-expression of FGF15 with MYC also gave rise to hepatic carcinogenesis, albeit within a slightly longer timeframe (7/8 mice exhibited tumors after 4–6 weeks post-HGT) and a lower tumor burden (mean = 10.3) in comparison with FGF19 + MYC (Fig. 1D,E). Anatomopathological and biochemical analyses revealed that the FGF19 + MYC and FGF15 + MYC tumors were both moderately differentiated and expressed HCC markers Alpha-fetoprotein (*Afp*) and Glypican 3 (*Gpc3*) (Fig. 1F). We conclude that FGF19 and FGF15 cooperate with MYC to trigger rapid and aggressive hepatic carcinogenesis.

### Aldafermin is oncogenic when combined with MYC overexpression

Our discovery of significant oncogenic activity of FGF15 prompted us to have a closer look at the FGF19 analog Aldafermin (NGM282). Of note, the sequence homology between FGF19 and Aldafermin is high, considerably higher than between the human and mouse orthologs. Indeed, there are only 8 AA differences between the natural hormone and its pharmacological analog and the AlphaFold predicted 3D structures of the two proteins display 97% similarity (Fig. 2A; Jumper et al, 2021).

**Figure 2:**
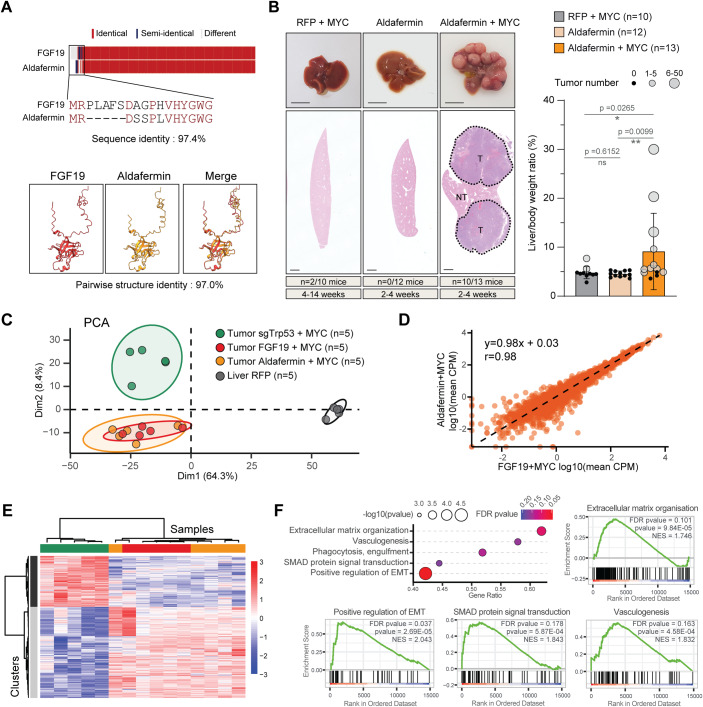
Aldafermin and FGF19 are indistinguishable in cooperating with MYC to promote liver carcinogenesis. (**A**) Sequence alignment of FGF19 and Aldafermin proteins. Amino-acid sequences of N-terminal part of the proteins are indicated. 3D AlphaFold prediction of proteins’ structure and folding are shown. (**B**) Representative livers, HES stained sections, liver/body weight ratio and tumor number per liver following HGT with MYC + RFP, Aldafermin or Aldafermin + MYC, 2–4 weeks after injection. Of note, quantifications for MYC + RFP tumors were already presented in Fig. 1E. (**C**) Principal Component Analysis of RNAseq gene expression profiles of tumors obtained after HGT with FGF19 + MYC, Aldafermin + MYC, sg-Trp53 + MYC or liver (HGT with RFP plasmid) as control. (**D**) Correlation plot of the mean log10(CPM) of the Aldafermin + MYC and FGF19 + MYC tumors. Each point represents one gene, and the black line is a linear regression over the whole dataset. Equation of the linear regression and its Pearson’s correlation coefficient are indicated. (**E**) Heat map showing hierarchical clustering of genes (*n* = 786) separating tumoral transcriptomes along dimension 2 of the PCA (contribution to Dim.2 > 0.003 and |correlation to Dim.2| > 0.5). (**F**) Gene set enrichment analysis (GSEA) pathways specifically deregulated in Aldafermin/FGF19 driven tumors. A selection of most significant pathways is shown. Data information: Data are presented as mean ± SD. Mann–Whitney test statistical significance is indicated. ns (non significant) *p* > 0.05, *p < 0.05, **p < 0.01. Scale bars: 1 cm. All tumoral samples for RNA-seq come from independent mice, all replicates shown are biological replicates. Data from at least two independent experiments. HES Hematoxylin & eosin & saffron. GSEA analysis were performed with ViSEAGO package. Source data are available online for this figure.

We therefore tested the oncogenicity of Aldafermin hepatic expression, either alone or in combination with MYC (Fig. 2B). As expected, Aldafermin overexpression alone did not trigger tumor development after 2–4 weeks (*n* = 0/12). In striking contrast, the majority of livers co-transfected with Aldafermin and MYC exhibited multiple tumors within this short timeframe (*n* = 10/13; tumors mean number = 7.9; CI_95_ [1.3, 14.5]). HES staining revealed that tumors were moderately differentiated and were in fact indistinguishable from the FGF15/19 tumors by an anatomopathological examination (Fig. 2B). To further examine this point, we performed gene expression analyses of the tumors by bulk-RNAseq (*n* = 5 for each). 

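RNA from 5 Aldafermin + MYC tumors, 5 FGF19 + MYC tumors, 5 sgTrp53 + MYC tumors and 5 livers of control mice was sequenced, 20 libraries from 20 mice. The paper describes the control livers as transfected with an RFP plasmid, whereas the sample labels call them non treated. For the sgTrp53 + MYC tumors, the treatment field of the labels reads none, and their condition was taken from the sample titles. The authors deposited the number of reads counted on each gene by htseq-count, without normalization, in 2 tables of 50559 genes. The 5 sgTrp53 + MYC libraries stood alone in the second table, so that a difference between the tables cannot be told apart from a difference between these tumors and the other groups. Within the first table, between 18004977 and 44427184 reads per library were counted on genes, with a median of 34227256 in Aldafermin + MYC tumors, 22749906 in FGF19 + MYC tumors and 33252026 in livers. In sgTrp53 + MYC tumors the range was 54042455 to 66354724, with a median of 60721954.
The share of reads that were not aligned was 20.6% ± 3.33 (SD, n = 5) in Aldafermin + MYC tumors, 26.4% ± 4.99 (SD, n = 5) in FGF19 + MYC tumors and 23.6% ± 4.49 (SD, n = 5) in livers, against 5.87% ± 0.575 (SD, n = 5) in sgTrp53 + MYC tumors. Reads that fell on more than one gene made up 12.9% ± 1.56 (SD, n = 5) of the sgTrp53 + MYC reads, 8.15 percentage points more than in the other tumors (exact two-sided permutation test, p = 0.000333, the smallest that the 3003 splits of the 15 tumors allow). Relative to the other tumors, the share of reads with a low alignment quality was lower by 6.54 percentage points in sgTrp53 + MYC tumors (exact two-sided permutation test, p = 0.000333).
Genes with at least 1 CPM in at least 5 libraries were tested, 14333 in all, after the summary lines that htseq-count appends to its output were removed. Differences between groups were tested with edgeR's quasi-likelihood test on counts normalized by the TMM method, in one model with the 4 groups, with Benjamini-Hochberg adjustment. CPM values are given on the same TMM-normalized scale. The standard error of a log2 fold change is its absolute value divided by the square root of the test's F statistic. It therefore carries the same information as the p-value and is not a separate measure of spread.

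**Figure D1:**
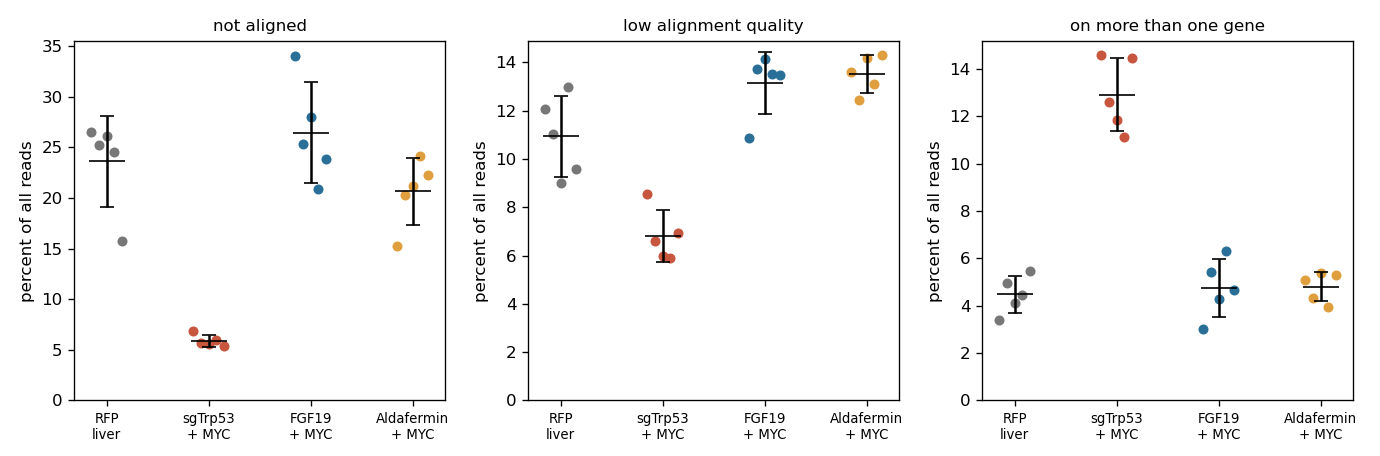
Percent of all reads of each library that were not aligned, had a low alignment quality or fell on more than one gene (y axes), by group. Points are libraries, horizontal marks are means and error bars are SD (n = 5). The 5 sgTrp53 + MYC libraries lie below all others in reads not aligned, between 5.34% and 6.82%, and above all others in reads that fell on more than one gene, between 11.1% and 14.6%.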

Principal Component Analysis of gene expression profiles and correlation analysis indicate that Aldafermin + MYC and FGF19 + MYC tumors have indistinguishable transcriptomic profiles (Fig. 2C,D). 

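In a principal component analysis of centered log2 CPM (prior count 2), Dim1 held 69.5% of the variance and Dim2 held 7.83%. On Dim1, which separated livers (mean score 188 ± 6.89, SD, n = 5) from tumors, Aldafermin + MYC tumors had a mean score of -71.7 ± 30.6 (SD, n = 5) and FGF19 + MYC tumors of -58 ± 27.2 (SD, n = 5). The difference of 13.7 between these means was smaller than the SD within either group. An exact two-sided permutation test of the difference gave p = 0.452, which does not show that the groups coincide. On Dim2, the scores were -29.6 ± 10.9 (SD, n = 5) and -27.8 ± 3.96 (SD, n = 5), which differed by 1.84 (exact two-sided permutation test, p = 0.857). The mean Euclidean distance between an Aldafermin + MYC and a FGF19 + MYC tumor was 108 ± 19.8 (SD over 25 pairs of libraries), against 115 ± 15.1 between 2 Aldafermin + MYC tumors and 90.1 ± 27.9 between 2 FGF19 + MYC tumors (SD over 10 pairs each). The label of the tumors accounted for 15.3% of the variance among these 10 libraries (exact permutation test of the pseudo-F statistic of 1.45, p = 0.167, with 21 of 126 splits as large). Without Aldafermin + MYC replicate 4, the statistic was 2.07 (exact permutation test, p = 0.0476). Between pairs of FGF19 + MYC libraries, the chi-square over its degrees of freedom was 205.3 to 281.2 with replicate 1 and 15.7 to 109.3 without it. The other FGF19 + MYC replicates come from consecutively numbered mice, and no Aldafermin + MYC mouse is numbered within that run. If mice were treated in series by number, a difference between these groups cannot be told apart from one between series.
Across the 22679 genes detected in both groups, Pearson's r of the log10 mean CPM was 0.98, with a regression slope of 0.978 and an intercept of 0.0252. This correlation is across genes, which are not independent replicates. Mean CPM correlated at 0.965 between Aldafermin + MYC and sgTrp53 + MYC tumors, at 0.964 between FGF19 + MYC and sgTrp53 + MYC tumors, and at 0.88 between Aldafermin + MYC tumors and livers. Over the 14333 genes tested, these 3 values were 0.951, 0.948 and 0.694, and r between Aldafermin + MYC and FGF19 + MYC tumors was 0.982. Between single libraries, r averaged 0.955 ± 0.0119 (SD) for the 25 pairs of an Aldafermin + MYC and a FGF19 + MYC tumor, 0.951 ± 0.00896 (SD) within the Aldafermin + MYC tumors and 0.964 ± 0.0149 (SD) within the FGF19 + MYC tumors.
No gene differed between the 2 groups at an adjusted p under 0.05 in edgeR's quasi-likelihood test (0 of 14333), while 1048 genes had an unadjusted p under 0.05. The number of genes depended on the test. DESeq2's Wald test called 96 genes, and edgeR's likelihood ratio test with tagwise dispersion, the dispersion named in the paper's methods, called 59, of which 58 were also among those of DESeq2. In the quasi-likelihood test the smallest adjusted p, 0.0595, was shared by 3 genes, which are named here because of their values. Mdm2 (chromosome 10 of GRCm39, 117524780 to 117546730) had a CPM of 45.6 ± 8.45 (SD, n = 5) in Aldafermin + MYC tumors and 82.2 ± 16.5 (SD, n = 5) in FGF19 + MYC tumors, a log2 fold change of -0.85 (standard error 0.15). For Igfbp3 the log2 fold change was 1.92 (standard error 0.33), from 20 ± 4.69 CPM (SD, n = 5) in FGF19 + MYC tumors to 75.3 ± 31.7 (SD, n = 5) in Aldafermin + MYC tumors. Tmem98 had a log2 fold change of 1.74 (standard error 0.28). Over 10 settings of test and processing, Mdm2 and Tmem98 passed the threshold in 4 each and Igfbp3 in 2.
The paper takes the principal component analysis and the correlation of mean expression (Fig. 2C,D) to indicate indistinguishable transcriptomic profiles of the tumors driven by the hormone and by its analog.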

To gain insight into the pro-carcinogenic effects of the hormone and its analog, we next wished to compare gene expression profiles of FGF19 or Aldafermin-driven tumors with those triggered by other oncogenic combinations involving MYC. 

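Trp53, the gene targeted by the guide, lies on chromosome 11 of GRCm39 from 69469669 to 69482701. Its CPM was 46.8 ± 22.6 (SD, n = 5) in sgTrp53 + MYC tumors, 140 ± 17.9 (SD, n = 5) in FGF19 + MYC tumors, 138 ± 32.5 (SD, n = 5) in Aldafermin + MYC tumors and 32.8 ± 2.98 (SD, n = 5) in livers. Between sgTrp53 + MYC and the pooled FGF19 + MYC and Aldafermin + MYC tumors, Trp53 fell by 1.57 on the log2 scale (standard error 0.24, adjusted p = 0.000159 from edgeR's quasi-likelihood test). Every sgTrp53 + MYC tumor was below every one of the other tumors (exact two-sided permutation test, p = 0.000333). With each library left out in turn, the log2 fold change stayed between -1.85 and -1.37. Between sgTrp53 + MYC tumors and livers, the log2 fold change of Trp53 was 0.51 (standard error 0.26, adjusted p = 0.0831 from edgeR's quasi-likelihood test). It was between 0.23 and 0.72 in the 10 fits that each left out one library, and 1 of these fits passed the threshold.
A list of 23 known p53 target genes, all of them tested, was scored as the mean log2 CPM. The score was 3.29 ± 0.18 (SD, n = 5) in sgTrp53 + MYC tumors, 4.91 ± 0.18 (SD, n = 5) in FGF19 + MYC tumors, 4.35 ± 0.33 (SD, n = 5) in Aldafermin + MYC tumors and 3.4 ± 0.13 (SD, n = 5) in livers. The pooled other tumors were above sgTrp53 + MYC tumors by 1.34 (exact two-sided permutation test, p = 0.000333, adjusted p = 0.00247 over 52 comparisons of lists), and sgTrp53 + MYC tumors differed from livers by -0.11 (exact two-sided permutation test, p = 0.31, adjusted p = 0.402). Of the 23 genes, 16 were lower in sgTrp53 + MYC tumors and 2 were higher, Sesn1 and Rrm2b, at an adjusted p under 0.05, and these numbers were the same with adjustment over the list alone. Cdkn1a had 23.2 ± 5.7 CPM (SD, n = 5) in sgTrp53 + MYC tumors, against 142 ± 24.2 (SD, n = 5) in FGF19 + MYC tumors and 91.1 ± 33.9 (SD, n = 5) in Aldafermin + MYC tumors. Its log2 fold change in the pooled tumors relative to sgTrp53 + MYC tumors was 2.29 (standard error 0.44, adjusted p = 0.00108 from edgeR's quasi-likelihood test).

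**Figure D2:**
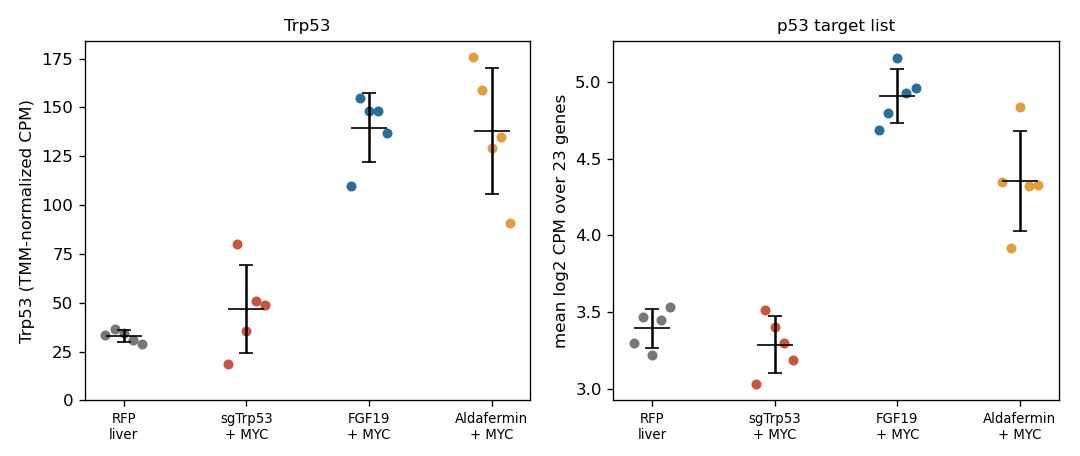
TMM-normalized CPM of Trp53 (left y axis) and mean log2 CPM of the 23 p53 target genes (right y axis) by group. Points are libraries, horizontal marks are means and error bars are SD (n = 5). The mean list score of sgTrp53 + MYC tumors, 3.29, is close to that of livers, 3.4, and below those of FGF19 + MYC and Aldafermin + MYC tumors.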

Since MYC overexpression alone only rarely gave rise to tumors, we chose to use the combination of MYC expression with CRISPR-mediated inactivation of the p53 tumor suppressor (Fig. 2C). We identified 786 genes separating MYC + SgTrp53 from MYC + FGF19 or MYC + Aldafermin tumors (contribution to Dim.2 > 0.003 and |correlation to Dim.2| > 0.5) (Fig. 2E). 

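On Dim2, sgTrp53 + MYC tumors had a mean score of 59.4 ± 15.4 (SD, n = 5), which differed by 88.1 from that of the pooled FGF19 + MYC and Aldafermin + MYC tumors (exact two-sided permutation test, p = 0.000333), while livers lay between them at -2.05 ± 6.78 (SD, n = 5). With the rule of a contribution to Dim2 above 0.003 and an absolute correlation to Dim2 above 0.5, 1714 genes were obtained, of which 638 were higher on the sgTrp53 + MYC side and 1076 on the side of the other tumors. The number ranged from 1565 with a prior count of 0.25 to 3225 with genes scaled to unit variance. In the 15 tumors alone, Dim1 was the dimension that parted them, and 3361 genes lay along it. Among the 1714 genes were 721 of the 786 listed in the paper's source data, each of them on the side where the paper places it. The number shared was between 289 and 737 with one library left out, lowest without sgTrp53 + MYC replicate 5. With genes scaled to unit variance it was 60. The paper's list holds 282 genes in one cluster and 504 in the other.
Symbols of predicted genes and pseudogenes (Gm, LOC, Rik and -ps) made up 32.8% of the paper's 786 genes and 12.2% of the 14333 genes tested. Their share was 44% in the cluster of 504 genes, which lies on the side of the FGF19 + MYC and Aldafermin + MYC tumors. In the cluster of 282 genes it was 12.8%. In 129 ribosomal protein pseudogenes, the median log2 fold change between the pooled tumors and sgTrp53 + MYC tumors was 1.07, against 0.01 in the 48 genes they copy.
Tested gene by gene, 3399 of 14333 genes differed between the pooled tumors and sgTrp53 + MYC tumors at an adjusted p under 0.05, of which 1663 were higher and 1736 lower in the pooled tumors. Across genes, which are not independent replicates, this log2 fold change had a Spearman correlation of 0.313 with GC content and of -0.221 with exon length, for the 13847 genes with an annotated value. The number of genes was between 2497 and 3777 in the fits that each left out one library. Among genes with a mean of at least 10 CPM and no overlap between the groups, Eda2r (chromosome X of GRCm39, 96320270 to 96420847) was one of the 3 that increased most, with 0.372 ± 0.24 CPM (SD, n = 5) in sgTrp53 + MYC tumors, 26.1 ± 8.34 (SD, n = 5) in FGF19 + MYC tumors and 11.2 ± 10.1 (SD, n = 5) in Aldafermin + MYC tumors (log2 fold change 5.5, standard error 0.64, adjusted p = 1.5e-05 from edgeR's quasi-likelihood test). The others were Sall4 and Gm5561, the latter a processed pseudogene. Ckm, Atp6v0a4 and Unc13b were the 3 that decreased most. Atp6v0a4 had 28.8 ± 15 CPM (SD, n = 5) in sgTrp53 + MYC tumors, 0.875 ± 0.578 (SD, n = 5) in FGF19 + MYC tumors and 0.611 ± 0.499 (SD, n = 5) in Aldafermin + MYC tumors (log2 fold change -5.3, standard error 0.57, adjusted p = 8.2e-06 from the same test).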

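Compared with livers, 10561 genes differed in the pooled FGF19 + MYC and Aldafermin + MYC tumors (5616 higher and 4945 lower), and 10019 in sgTrp53 + MYC tumors (5286 higher and 4733 lower), at an adjusted p under 0.05 in edgeR's quasi-likelihood test. In both comparisons, 8794 genes changed in the same direction and 61 in opposite directions. A further 1706 genes passed the threshold only in the pooled tumors and 1164 only in sgTrp53 + MYC tumors, and passing in one comparison alone does not show that they differ. The log2 fold changes of the 2 comparisons, which share the liver libraries, had a Pearson correlation of 0.936 across genes. Without a filter on low counts, the numbers were 13161 and 12176. Of the 3399 genes that differed between the pooled tumors and sgTrp53 + MYC tumors, 1595 also differed from livers in the pooled tumors in the same direction, and 1656 differed from livers in sgTrp53 + MYC tumors in the opposite direction.
Tumor markers were far above their liver level in both kinds of tumors. Afp (chromosome 5 of GRCm39, 90638584 to 90656766) had a log2 fold change against livers of 10.7 (standard error 0.89, adjusted p = 2.1e-09 from edgeR's quasi-likelihood test) in the pooled tumors and of 8.26 (standard error 0.83, adjusted p = 3.9e-08) in sgTrp53 + MYC tumors. Between these tumors, Afp differed by a log2 fold change of 2.45 (standard error 0.59, adjusted p = 0.00567), and Gpc3 by 1.01 (standard error 0.32, adjusted p = 0.0298), which was not past the threshold in 4 of the 15 fits that each left out one library. Over all 25 settings of test and processing, including these fits, Gpc3 passed the threshold in 19.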

By comparing with liver transcriptomes, we minimized the contribution of p53 deficiency and looked for pathways specifically deregulated in FGF19/Aldafermin-driven tumors (Fig. EV2A). We identified deregulation of 18 GSEA pathways (*p* value <0.01) (Figs. 2F and EV2B, Dataset EV1) among which positive regulation of epithelial-to-mesenchymal transition, vasculogenesis and extracellular matrix remodeling (Fig. 2D) are particularly interesting and warrant further investigations.

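The genes that Dataset EV1 lists for each pathway are the paper's own leading genes in the same libraries, so the values here describe these genes and are no test of the pathways. Of the 16 genes listed for positive regulation of epithelial to mesenchymal transition, 15 were tested. All 15 had a positive log2 fold change in the pooled FGF19 + MYC and Aldafermin + MYC tumors relative to sgTrp53 + MYC tumors, with a median of 1.02, and 8 were higher at an adjusted p under 0.05, of which 4 were also higher in the pooled tumors than in livers. Glipr2 had 121 ± 25.3 CPM (SD, n = 5) in Aldafermin + MYC tumors, 100 ± 14.5 (SD, n = 5) in FGF19 + MYC tumors and 19.4 ± 18.8 (SD, n = 5) in sgTrp53 + MYC tumors (log2 fold change 2.5, standard error 0.42, adjusted p = 0.000384 from edgeR's quasi-likelihood test). Tgfbr2, listed for this pathway and for vasculogenesis, had a log2 fold change of 1 (standard error 0.25, adjusted p = 0.00698), and Gcnt2 of 1.02 (standard error 0.28, adjusted p = 0.012).
For extracellular matrix organization, whose gene list is shortened in Dataset EV1, 11 of the 55 genes tested were higher, 5 of them also relative to livers, and the median log2 fold change was 0.7. The number of higher genes was 6 when livers were left out of the model. Fn1 had 394 ± 163 CPM (SD, n = 5) in Aldafermin + MYC tumors, 389 ± 187 (SD, n = 5) in FGF19 + MYC tumors, 141 ± 48.4 (SD, n = 5) in sgTrp53 + MYC tumors and 2650 ± 640 (SD, n = 5) in livers (log2 fold change between tumors 1.48, standard error 0.32, adjusted p = 0.00264). The median log2 fold change of the 55 genes was -0.01 in the pooled tumors relative to livers and -0.73 in sgTrp53 + MYC tumors relative to livers. For vasculogenesis, 7 of 33 genes were higher, 2 of them also relative to livers, with a median log2 fold change of 0.54 between the tumors, of -0.46 between the pooled tumors and livers and of -1.05 between sgTrp53 + MYC tumors and livers. Ramp2 was one of the 7 (log2 fold change 1.53, standard error 0.26, adjusted p = 0.000373 from edgeR's quasi-likelihood test).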

**Figure EV2:**
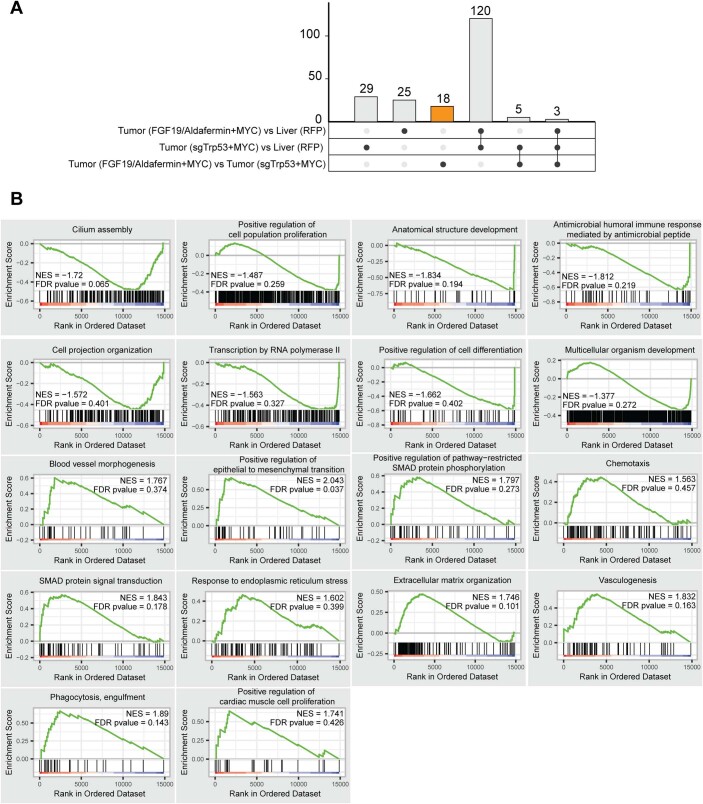
GSEA Pathways enriched in FGF19/Aldafermin + MYC driven tumors. (**A**) Upset plot depicting the number of unique and shared GSEA pathways enriched in each sample groups analyzed by RNAseq. FGF19 + MYC and Aldafermin + MYC samples were pooled for this analysis. (**B**) GSEA analysis of the 18 pathways specifically enriched in FGF19/Aldafermin + MYC vs sgTrp53 + MYC tumors. Kolmogorov–Smirnov statistical test significance is indicated. Data information: Threshold of significance for GSEA: *p* < 0.01. Complementary data are provided in Dataset EV1.

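For SMAD protein signal transduction, 23 of the 24 genes listed in Dataset EV1 were tested, and 13 were higher in the pooled FGF19 + MYC and Aldafermin + MYC tumors than in sgTrp53 + MYC tumors at an adjusted p under 0.05. The number was between 8 and 14 in the fits that each left out one library. Of these 13 genes, 10 were also higher in the pooled tumors than in livers. Nodal had 4.92 ± 3.18 CPM (SD, n = 5) in Aldafermin + MYC tumors, 2.26 ± 1.09 (SD, n = 5) in FGF19 + MYC tumors and 0.256 ± 0.293 (SD, n = 5) in sgTrp53 + MYC tumors (log2 fold change 3.69, standard error 0.65, adjusted p = 0.0006 from edgeR's quasi-likelihood test). Cited1 had a log2 fold change of 4.5 (standard error 0.68, adjusted p = 0.000149), with 16.2 ± 9.55 CPM (SD, n = 5) in Aldafermin + MYC tumors, 2.17 ± 1.52 (SD, n = 5) in FGF19 + MYC tumors and 0.256 ± 0.168 (SD, n = 5) in sgTrp53 + MYC tumors. Trf had a log2 fold change of 1.53 (standard error 0.26, adjusted p = 0.000415), and of -2.7 (standard error 0.23, adjusted p = 3e-09) in the pooled tumors relative to livers.
The paper gives a positive normalized enrichment score to 10 of the 18 pathways and a negative one to 8. The median log2 fold change of the listed genes had the sign of that score in all 18, which follows from how leading genes are chosen.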

Overall, our results reveal that the modification of 8 AA at the N-terminal part of FGF19, producing the FGF19 analog Aldafermin, does not abolish oncogenic properties of the hormone, at least in the context of co-expression with MYC.

### Oncogenic effects of systemic administration of FGF19 and Aldafermin recombinant proteins

While FGF19 is expressed by hepatocytes in a significant proportion of HCC, hepatic expression of a transgene encoding Aldafermin is clearly not physiological. We therefore designed an experimental scheme to test the mitogenic effects of Aldafermin and FGF19 in a setup more closely resembling the clinical reality, where patients receive Aldafermin daily (Harrison et al, 2020; Mayo et al, 2018; Hirschfield et al, 2019; Harrison et al, 2018).

We produced tag-free recombinant FGF19 and Aldafermin (Choi et al, 2023, 2020; Fig. 3A) and performed intra-peritoneal injections of 2 µg of purified proteins per mouse (corresponding to the 3 mg of the drug given to patients in clinical trials (Harrison et al, 2018)). Transcriptional repression of hepatic *Cyp7a1*, a bona fide target of FGF19, confirmed the biological activity of the recombinant proteins in vivo (Fig. 3B). A single injection led to circulating levels of around 20 ng/mL after 2 h, in accordance with the reported short half-life of the hormone (Degirolamo et al, 2016). To approach plasma levels observed in Aldafermin-treated patients, we next injected 1.2 µg of recombinant proteins every 12 h. We tested the effect of FGF19 or Aldafermin administration on animals previously subjected to hepatocyte transfection by HGT with MYC plasmid (Fig. 3C). After 4 days, livers of mice from the control group (HGT-MYC followed by rGST injection) had no detectable tumoral foci and very few MYC-positive cells, which was expected, since these cells are rapidly eliminated in the absence of a cooperating oncogenic event. In contrast, mice that received either FGF19 or Aldafermin presented numerous MYC-positive foci (mean size = 0.026 mm^2^; CI_95_ [0.015, 0.037] and 0.026 mm^2^; CI_95_ [0.020, 0.031] for FGF19 and Aldafermin respectively) (Fig. 3C). EdU incorporation indicated that these foci were highly proliferative, and that Aldafermin effects were indistinguishable from FGF19 (Fig. 3C). Thus, Aldafermin and FGF19 show similar pro-tumorigenic activities on MYC expressing hepatocytes, confirming that the metabolic and oncogenic activities of the analog of the hormone have not been fully uncoupled.

**Figure 3:**
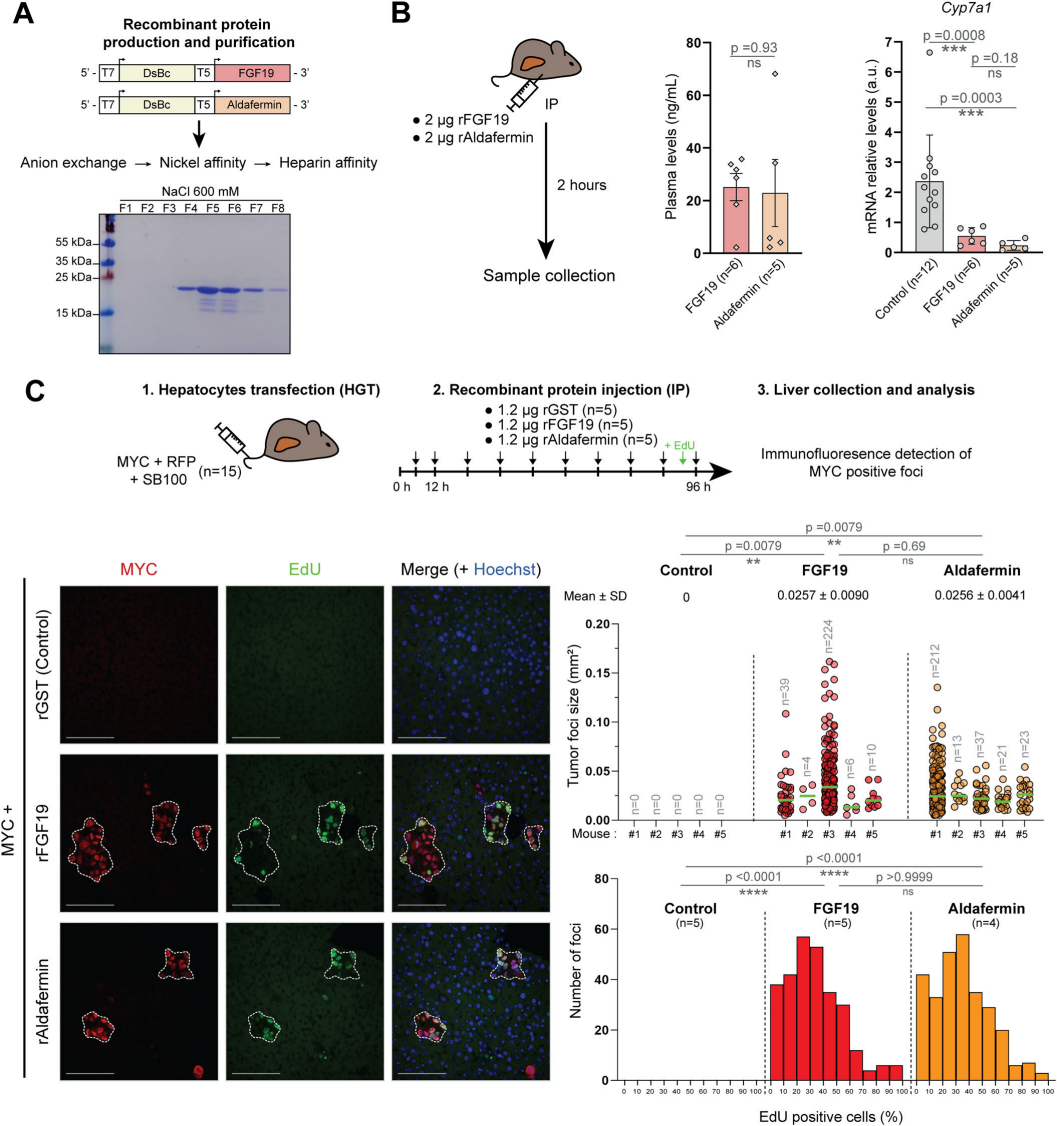
Systemic administration of recombinant FGF19 and Aldafermin recapitulates cooperation with MYC. (**A**) Schematic representation of the workflow for recombinant FGF19 and Aldafermin production and purification. (**B**) ELISA quantification of plasma levels of FGF19 and Aldafermin 2 h after intraperitoneal injection of 2 µg of recombinant FGF19 or Aldafermin. RT-qPCR quantification of liver *Cyp7a1* mRNA levels 2 h post injection. (**C**) Schematic representation of the experiment. After hydrodynamic gene transfer of MYC, RFP and SB100X encoding plasmids, mice were intraperitoneally injected every 12 h with either 1.2 µg rFGF19, rAldafermin or rGST. Left panel: Immunofluorescent detection of MYC and Click-iT EdU assay performed on liver sections at day 4 post-injection. Upper right panel: Size of the MYC-positive foci. Median value is indicated with a green line. Number of detected foci on one liversection is shown for each mouse. Lower right panel: Distribution of EdU-positive cells (0–100%) in the foci analyzed. Data information: Scale bar = 100 µm. Data are presented as mean ± SD, all replicates shown are biological replicates. Mann–Whitney test statistical significance is indicated (**B**, **C**). Statistical significance of differences in % of EdU-positive foci (**C**, lower panel) was evaluated using the Kolmogorov–Smirnov test. ns (non significant) *p* > 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 DsBc disulfide bond C, rGST recombinant glutathione-*S*-transferase. Source data are available online for this figure.

## Discussion

In this study, we have identified a strong oncogenic cooperation between the FGF19 hormone and MYC, driving hepatocarcinogenesis. Importantly, we discovered that FGF19 analog Aldafermin conserves oncogenic properties in this context.

Among all the combinations tested, FGF19 and MYC oncogenic cooperation stood out, as it triggered an impressively fast and aggressive tumorigenesis. As FGF19 tumor-promoting effects were observed in the context of cooperation with MYC or β-catenin, both of which have a documented pro-mitogenic activity, our result suggests that they are unlikely to be solely based on stimulation of cell proliferation. The precise molecular mechanisms responsible for these synergistic effects remain to be elucidated. In addition, analysis of tumor transcriptomes suggests that induction of EMT, SMAD protein signal transduction, reorganization of extracellular matrix and vasculogenesis are enriched in FGF19/Aldafermin + MYC driven tumors. Further investigations will be required to decipher the contributions of these potential deregulations to pro-carcinogenic effects of the hormone and its analog. Of note, while aberrant FGF19 expression is frequent in HCC, other types of tumors, such as head and neck squamous cell carcinoma, have been shown to be driven by FGF19 (Gao et al, 2019), our findings might therefore also be of interest in these contexts.

Aldafermin is not the only FGF19 analog described as non-mitogenic. Other variants of the hormone that have been engineered (Wu et al, 2010; Gadaleta et al, 2018; DePaoli et al, 2019) all carry changes in the N-terminal part of the protein, as these modifications have been described to curtail the oncogenic activity of FGF19 due to a weakened activation (dimerization) of the FGFR4 receptor (Jin et al, 2023). However, our data indicate that, in the context of MYC overexpression, the signaling by Aldafermin to its downstream effectors is sufficient to promote oncogenic growth. Of note, considering the functional redundancy between FGF19 and FGF21, and their shared specificity for the FGFR receptors (FGFR4, FGFR1c), it may be of interest to further investigate possible oncogenic cooperation of FGF21 analogs.

Finally, it is important to consider the relevance of oncogenic cooperation in a clinical setting. Aldafermin, as well as other FGF19 analogs, are designed to treat patients with damaged liver. There is evidence for clonal expansion in MASH livers (Wang et al, 2023) and cirrhosis is associated with accumulation of mutations (Schulze et al, 2015). MYC target gene signature has recently been reported to be associated with non-cirrhotic MASH-induced HCC (Pinyol et al, 2021). Altogether, MYC amplification is found in 6–17% of human HCC (Ally et al, 2017), while MYC pathway is activated in close to 30% of human HCC (Kaposi-Novak et al, 2009), making it a relevant alteration in the context of oncogenic cooperation.

We believe that our results showing that Aldafermin retains oncogenic properties raise significant concerns. They indicate that the benefits of treating metabolic liver disorders with FGF19 analogs need to be carefully balanced against the drugs’ possible direct effects on carcinogenesis.

## Methods

### Mice experiments

All reported animal procedures were carried out in accordance with the rules of the French Institutional Animal Care and Use Committee and European Community Council (2010/63/EU). Animal studies were approved by institutional ethical committee (Comité d’éthique en expérimentation animale Languedoc-Roussillon (#36)) and by the Ministère de l’Enseignement Supérieur, de la Recherche et de l’Innovation (D. Gregoire: APAFIS #32384-2021070917596346 v2). ARRIVE guidelines were followed. Mice were housed in groups of 5 maximum per cage, and were provided ad libitum food (standard diet) and water access. Rooms for housing were temperature-controlled (22 °C) with a 12 h light/dark cycle. Mice were fasted 5 h before euthanasia and liver collection.

Hydrodynamic injections were performed in 6–8-week-old C57BL/6J female mice (Janvier Labs), as described previously (Zhang et al, 1999; Liu et al, 1999). Briefly, 0.1 mL/g of a solution of sterile saline (0.9% NaCl) containing plasmids of interest were injected into lateral tail vein in 8–10 s. In all, 12.5 µg of LentiCRISPRv2-sg*Trp53*, pSBbi-RN-FGF19, pT3-EF1a-MYC, pSBBi-BB-CCND1, or pSBBi-RN-CTNNB1^S33Y^ were injected together with sleeping beauty transposase SB100X (ratio of 5:1). Livers were harvested when mice exhibited signs of tumor development or at a predetermined endpoint ranging from 4 to 52 weeks after injection.

For recombinant protein oncogenicity assay, hydrodynamic injections with pT3-EF1a-MYC and pSBBi-RN together with the plasmid encoding sleeping beauty transposase SB100X (ratio 5:1) were performed. Mice were randomly attributed to one of the three experimental group and injected intra-peritoneally with 1.2 µg of recombinant rAldafermin, rFGF19 or rGST in PBS 0.1% BSA every 12 h, for 4 days. As 3–6 mg of Aldafermin are classically given to patients (60–130 kg), this corresponds to doses ranging from 8 to 100 µg/kg, therefore 0.12–20 µg/mouse. Two hours before mouse euthanasia, 200 µL of 3 mM EdU (Click-iT AF488; ThermoFisher Scientific) in PBS were injected intra-peritoneally.

### Plasmids

All plasmid sequences were validated by whole-plasmid sequencing (SNPsaurus). pCMV(CAT)T7-SB100 was a gift from Zsuzsanna Izsvak (Addgene plasmid #34879). SgTp53 sequence (from Zhang Lab database): 5’-ATAAGCCTGAAAATGTCTCC-3’, was cloned into LentiCRISPRv2 vector. 

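The guide sequence ATAAGCCTGAAAATGTCTCC has 2 exact matches in GRCm39. One lies on the minus strand of chromosome 11 from 69477773 to 69477792 and is followed by TGG, a motif that Cas9 requires next to its target. It falls in exon 2 of the 11 exons of the canonical transcript of Trp53, within the coding sequence, in an exon that spans 69477717 to 69477799. The cut position of Cas9 would follow base 69477775. The other match is in the pseudogene Trp53-ps on chromosome 17, from 54726755 to 54726774, and is followed by TGA, which is not such a motif.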

Plasmids constructs pSBbi-RN-FGF19 and pSBbi-BB-FGF15 were respectively generated by cloning the human *FGF19* amplified from Huh7 cDNA and the mice *Fgf15* amplified from ileum cDNA onto the pSBbi-RN (Addgene #60519) and pSBbi-BB (Addgene #60521) plasmids digested by the SfiI restriction enzyme. Murine CCND1 and human CTNNB1^S33Y^ open reading frames were cloned into pSBbi-BB and pSBbi-RN, respectively, using the same strategy.

Aldafermin (NGM282) coding sequence was generated from pSBbi-RN-FGF19 plasmid using site directed mutagenesis (Q5® Site-Directed Mutagenesis—New England BioLabs) using the primers FOR 5’-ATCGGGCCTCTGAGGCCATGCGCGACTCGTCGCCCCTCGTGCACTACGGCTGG-3’ and REV 5’-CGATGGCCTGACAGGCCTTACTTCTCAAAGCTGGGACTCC-3’.

The plasmids for the bacterial expression of FGF19 and Aldafermin were generated by producing a sequence composed of the T5 promoter followed by the sequence coding for the disulfide bond isomerase (∆ssDsbC), then a T7 promoter followed by a codon-optimized variant of either FGF19 or Aldafermin CDS based on published work by Choi et al (2023). Those sequences were subsequently cloned in the pQLinkG2 (Addgene #13671) using the XhoI/PasI restriction sites.

### Purification of recombinant proteins

Bacterial expression plasmids for rFGF19/rAldafermin/rGST were transformed into Rosetta-gami™ 2 (DE3) competent cells (Novagen). Bacteria were cultured in LB medium + 100 µg/mL ampicillin and induced with 0.2 mM IPTG at 30 °C for 3 h.

Recombinant FGF19 and Aldafermin proteins were purified without tags using the method described by Choi et al (2023, 2020). To summarize, dried pellets of induced bacteria were solubilized in 30 mL of buffer A1 (20 mM Tris-HCL pH8.0, 1 mM DTT) and sonicated. Lysate was cleared by centrifugation and charged on a 5 mL HiTrap Q HP column (Cytiva) and eluted using a continuous gradient of buffer B1 (20 mM Tris-HCL pH8.0, 1 mM DTT, 1 M NaCl). Fractions containing the protein of interest were pooled, diluted 1:3 with buffer A2 (20 mM Sodium phosphate pH7.0, 150 mM NaCl pH7.0, 1 mM imidazole) and charged on a 1 mL HisTrap (Nickel) column. Protein was eluted with 80 mM imidazole using a step-wise elution with buffer B2 (20 mM Sodium phosphate pH7.0, 150 mM NaCl pH7.0, 100 mM imidazole). Fractions were pooled, diluted 1:6 with buffer A3 (20 mM sodium phosphate pH6.5) and loaded on a 1 mL HiTrap Heparin HP affinity column (Cytiva). Protein was eluted at a 600 mM NaCl using stepwise gradient of buffer B3 (Buffer B: 20 mM sodium phosphate, 1 M NaCl, pH6.5). Recombinant GST was purified using Glutathione Sepharose 4B beads (Cytiva). Bacteria pellet was solubilized in 30 mL of lysis buffer (50 mM Tris-HCl pH7.5, 50 mM NaCl, 0.5 mM DTT) and sonicated. 1 mL of beads were added and incubated at 4 °C for 4 h. Washing steps were done with 30 mL of washing buffer (50 mM Tris-HCl pH7.5, 150 mM NaCl, 0.1% Triton X-100) for 15 min, then final washes were done with a detergent-free buffer (50 mM Tris-HCl pH7.5, 150 mM NaCl, 0.5 mM DTT). Elution was done by with elution buffer (50 mM Tris-HCl pH7.5, 150 mM NaCl, 0.5 mM DTT + 20mM L-glutathion reduced) by 500 µL fractions. Protein purity was assayed using SDS-PAGE and Coomassie blue staining, protein quantification was assayed using human FGF19 ELISA kit (Biovendor, RD191107200R). Samples were diluted 1:2 in PBS + 0.2% BSA and stored at −20 °C.

### Histology assays, image acquisition, and analysis

Livers were fixed for 24 h in 10% neutral buffered formalin, dehydrated, embedded in paraffin and cut into 3 µm-thick sections. Tissue sections were stained with hematoxylin &eosin & saffron (HES) with Leica autostainer for preliminary analysis. Tumor differentiation and characteristics were reviewed by an expert pathologist (BR). Slides were digitally processed using the Nanozoomer scanner (Hamamatsu).

Immunofluorescence assays were performed after deparaffinization and antigen retrieval in citrate buffer pH6.0 (Sigma Aldrich). The Click-iT AF488 (ThermoFisher Scientific) EdU detection reaction was performed according to the manufacturer’s instructions. Labeling of c-Myc-positive cells was performed with human c-Myc antibody (Abcam rabbit ab#32072 dilution 1:200) and anti-rabbit secondary antibody (Thermofisher anti-rabbit IgG AF633, dilution 1:1000). Images were acquired using the Thunder Imager Tissue (Leica) microscope. Quantitative image analysis was performed using the QuPath v0.4.4 software (Bankhead et al, 2017). Foci were hand drawn and positive cell detection were performed using nuclear staining as basis of cell recognition.

### RNA isolation, qPCR, and RNA-Seq analysis

The RNA was extracted from liver tissue and purified using RNeasy mini kit (Qiagen) according to the manufacturer’s protocol. Reverse transcription of total RNA (1 μg) was done with QuantiTect Reverse Transcription kit (Qiagen), and cDNA quantified using LC Fast start DNA Master SYBR Green I Mix (Roche) with primers detailed below on LightCycler480 apparatus (Roche). Gene expression levels were normalized with hypoxanthine phospho-ribosyltransferase (*Hprt*). Primer pairs used for qPCR:

Hprt_For 5’-GCAGTACAGCCCCAAAATGG-3’

Hprt_Rev 5’-GGTCCTTTTCACCAGCAAGCT-3’

FGF19_For 5’-CCAGATGGCTACAATGTGTACC-3’

FGF19_Rev 5’-CAGCATGGGCAGGAAATGA-3’

Fgf15_For 5’-TGTCAGATGAAGATCCACTCTTTCTCTA-3’

Fgf15_Rev 5’-GGATTCGGAGGAAGCAGTTG-3’

Afp_For 5’- CTGTCTCAGTCATTCTAAGAATTGCT-3’

Afp_Rev 5’- CTCCTCGATGTGTTTCTGC-3’

Gpc3_For 5’-AGGACTGTGGCCGTATG-3’

Gpc3_Rev 5’-GCAATAACCACCGCAAGG-3’

Cyp7a1_For 5’-CTGCAACCTTCTGGAGCTTA-3’

Cyp7a1_Rev 5’- ATCTAGTACTGGCAGGTTGTTT-3’

For RNA-Seq analysis, RNA was extracted from snap frozen individual tumors, using RNeasy mini kit (Qiagen) with DNAse treatment. RNA integrity was validated using RNA BioAnalyzer (Agilent), all RIN > 9.0. The preparation of the library was done with the TruSeq Stranded mRNA Sample Preparation kit (Illumina). The sequencing was performed in an Illumina Hiseq 2500 sequencer by the Sequencing Platform of Montpellier (GenomiX, MGX, France), with 150 base pairs (bp) paired end reads to an estimated depth of 70 million reads per sample. FastQC was used for quality control on raw sequence data. All the reads that passed the quality control were aligned to the mouse reference genome (Mus musculus NCBI Mm39) with HiSAT2 and the counts per gene were quantified using the tool htseq-count. The NCBI RefSeq mouse genome annotations (accessed 27/02/2023) were used for establishing the coordinates of each gene and their corresponding transcripts. Differential gene expression analysis was performed in R using the EdgeR package (Robinson et al, 2010).

Transcripts with less than one count per million (CPM) were discarded from the analysis. Fitting the globalized linear model (GLM) was done using the tagwise dispersion. Transcript with at least two comparisons under the adjusted p-value threshold of 0.05 were considered as differentially expressed genes (DEG). Hierarchical clustering was applied to the samples and to the transcripts contributing to the dimension 2 of the PCA (contribution >0.003 and |correlation| > 0.5) using the 1-Pearson correlation coefficient as distance and Ward’s criterion for agglomeration. The clustering results are illustrated as a heatmap of normalized counts per millions, centered and scaled. Pathways enriched in FGF19/Aldafermin driven tumors were determined by GSEA analysis: Aldafermin + MYC and FGF19 + MYC tumors data were pooled and compared to sgTrp53+MYC and Liver samples. Pathways of size between 21 and 1000 genes were considered, with a threshold of *p* value <0.01. To minimize contribution of p53 deficiency, we focus our subsequent analyses on the 18 GSEA pathways enriched specifically in Aldafermin/FGF19 + MYC vs sgTrp53 + MYC tumors.

### Protein modeling and alignment

Protein modeling of FGF19 and Aldafermin were done using AlphaFold predictions via the ChimeraX software (Pettersen et al, 2021). Protein 3D alignment was made using the RCSB PDB Pairwise Structure Alignment website (https://www.rcsb.org/alignment, last accessed 20 July 2023) using the jFATCAT method (Ye and Godzik, 2003).

### Experimental design and statistical analysis

The investigators were blinded every time it was possible. No specific exclusion criteria were applied to the data analysis, all collected data points were included in the analyses. Data sets were tested with two-tailed unpaired Student *t* tests or Mann–Whitney *U*-tests, correlations were analyzed with Pearson’s *χ*^2^ test using Prism Software version 8 (GraphPad). Significant *p* values are shown as: *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. Calculation of sample size for animal experiments was performed with G*Power software, with a detection power of 0.8, and *α* < 0.05. FEWER *p* values and associated FDR *q*-values were calculated using R « qvalue » package.

Data visualization and statistical analysis were performed using R software version 3.5.1 (R Foundation for Statistical Computing, Vienna, Austria. https://www.R-project.org) and Bioconductor packages. GSEA analysis were performed with ViSEAGO package. Comparisons of the mRNA expression levels between groups were assessed using Mann–Whitney *U*-test. Spearman’s rank-order correlation was used to test the association between continuous variables. Univariate survival analysis was performed using Kaplan–Meier curve with log-rank test. Kolmogorov–Smirnov test was used to compare the distribution of experimental groups.

## Supplementary information

Dataset EV1

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Peer Review File

Expanded View Figures

## Data Availability

The RNA-sequencing data have been deposited in the Gene Expression Omnibus (GEO, NCBI) repository and are accessible through GEO Series accession number GSE242953.

# Supplementary material for: FGF19 and its analog Aldafermin cooperate with MYC to induce aggressive hepatocarcinogenesis
**Source:** EMBO Mol Med. 2024 Jan 16;16(2):2. doi: 10.1038/s44321-023-00021-x
**Supplement:** Supplementary file 4 — Source Data Fig. 3

# BioLogic DuoFlow Run Report

User: Olivier

Run Date: 02:02:35 PM 05-30-23

Project: Purif FGF19 (Guillaume)

Method: HiTrap Q HP 5ml slow charge fast collect

Run: PurifProt#9 Step#1

Printed: jeudi 30 novembre 2023

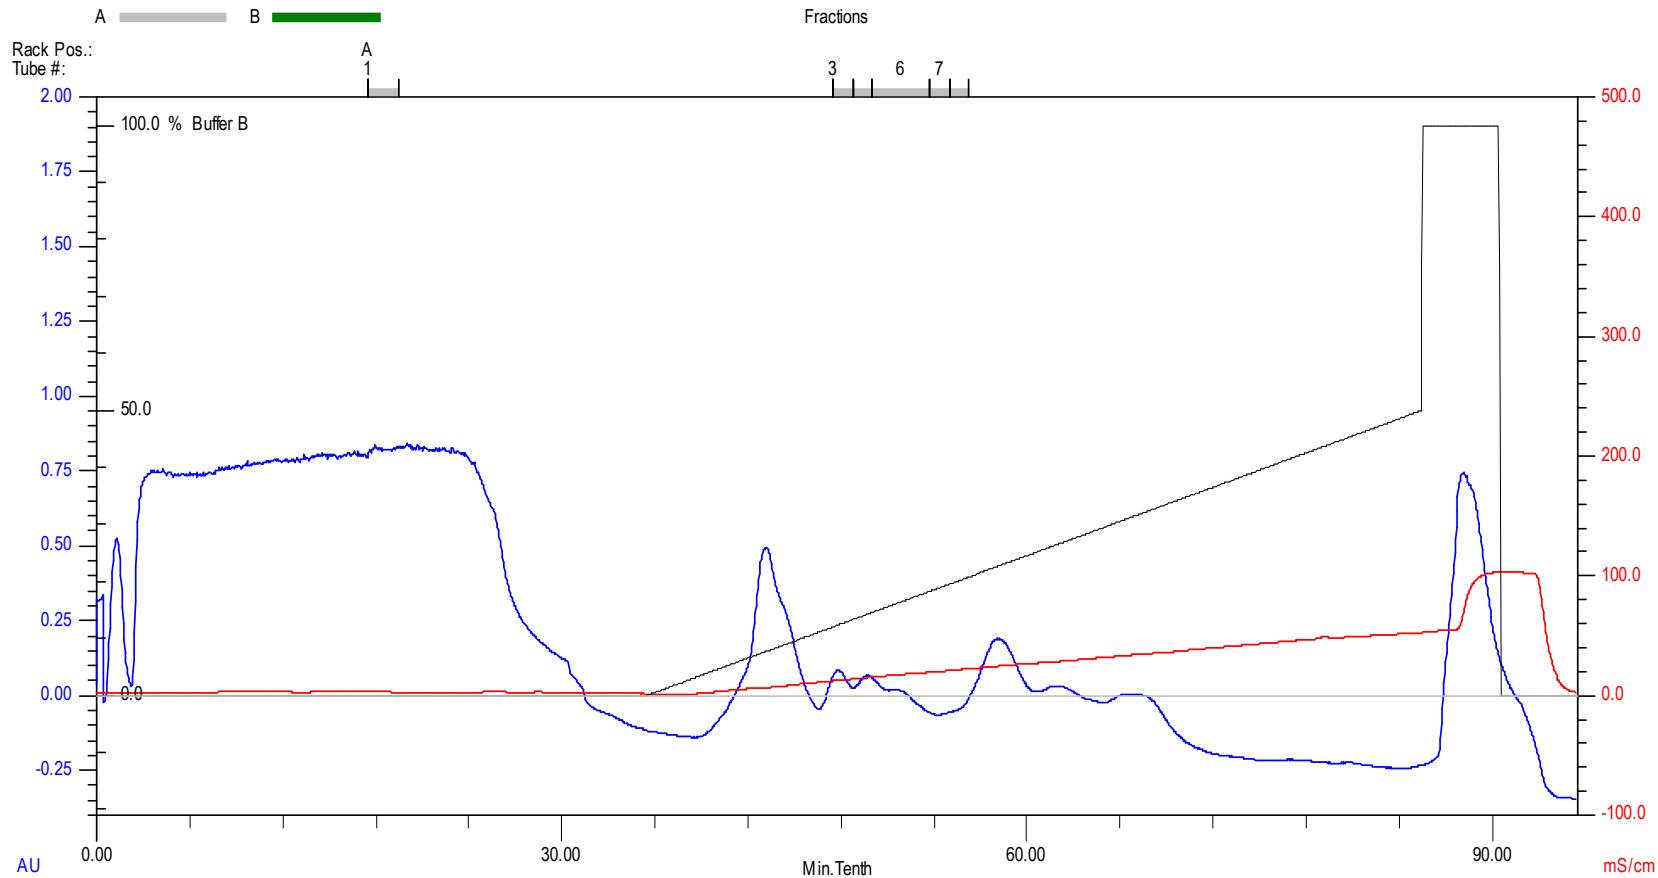

| Line style                          | Detector     | Base | Max    | Units      |
|-------------------------------------|--------------|------|--------|------------|
| <span style="color: blue;">—</span> | UV           | 0.00 | 2.00   | AU         |
| <span style="color: red;">—</span>  | Conductivity | -0.0 | 500.0  | mS/cm      |
| <span style="color: gray;">—</span> | GP pressure  | 0.0  | 4000.0 | psi        |
| <span style="color: gray;">—</span> | % Buffer B   | 0.0  | 105.0  | % Buffer B |

---

## BioLogic DuoFlow Run Report

---

**User:** Olivier

**Run Date:** 02:02:35 PM 05-30-23

**Printed:** *jeudi 30 novembre 2023*

**Sample:**

**Column:**

**Buffer A:** Buffer A

**Buffer B:** Buffer B

**Operator:** Olivier

**Flow Rate:**

**Gradient:**

**Fraction Size:**

**Method Description:**

**Run Description:**

**Project:** Purif FGF19 (Guillaume)

**Method:** HiTrap Q HP 5ml slow charge fast collect

**Run:** PurifProt#9 Step#1

# Supplementary material for: FGF19 and its analog Aldafermin cooperate with MYC to induce aggressive hepatocarcinogenesis
**Source:** EMBO Mol Med. 2024 Jan 16;16(2):2. doi: 10.1038/s44321-023-00021-x
**Supplement:** Supplementary file 4 — Source Data Fig. 3

# BioLogic DuoFlow Run Report

User: Olivier

Run Date: 04:54:25 PM 05-30-23

Project: Purif FGF19 (Guillaume)

Method: HisTrap Nickel 1mL (30mL)

Run: PurifProt#9 Step#2

Printed: jeudi 30 novembre 2023

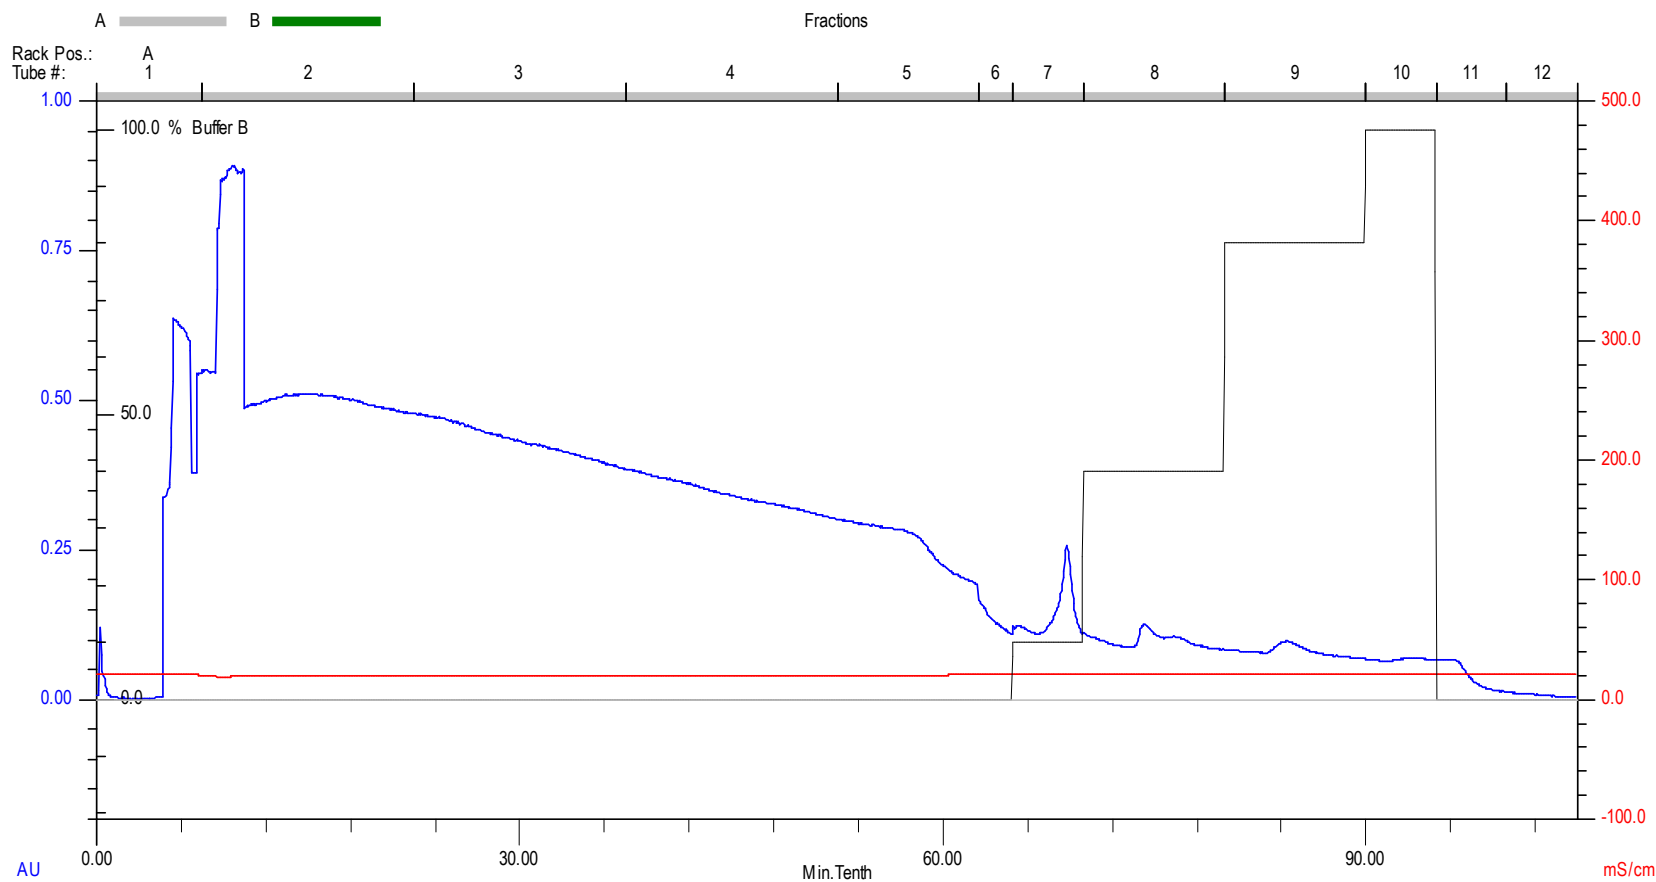

| Line style                          | Detector     | Base | Max    | Units      |
|-------------------------------------|--------------|------|--------|------------|
| <span style="color: blue;">—</span> | UV           | 0.00 | 1.00   | AU         |
| <span style="color: red;">—</span>  | Conductivity | -0.0 | 500.0  | mS/cm      |
| <span style="color: gray;">—</span> | GP pressure  | 0.0  | 4000.0 | psi        |
| <span style="color: gray;">—</span> | % Buffer B   | 0.0  | 105.0  | % Buffer B |

---

## BioLogic DuoFlow Run Report

---

**User:** Olivier

**Run Date:** 04:54:25 PM 05-30-23

**Printed:** *jeudi 30 novembre 2023*

**Sample:**

**Column:**

**Buffer A:** Buffer A

**Buffer B:** Buffer B

**Operator:** Olivier

**Flow Rate:**

**Gradient:**

**Fraction Size:**

**Method Description:**

**Run Description:**

**Project:** Purif FGF19 (Guillaume)

**Method:** HisTrap Nickel 1mL (30mL)

**Run:** PurifProt#9 Step#2

# Supplementary material for: FGF19 and its analog Aldafermin cooperate with MYC to induce aggressive hepatocarcinogenesis
**Source:** EMBO Mol Med. 2024 Jan 16;16(2):2. doi: 10.1038/s44321-023-00021-x
**Supplement:** Supplementary file 4 — Source Data Fig. 3

# BioLogic DuoFlow Run Report

User: Olivier

Run Date: 10:31:30 AM 05-31-23

Project: Purif FGF19 (Guillaume)

Method: HighTrap heparin 1ml (25mL) 600mM slow

Run: PurifProt#9 Step#3

Printed: jeudi 30 novembre 2023

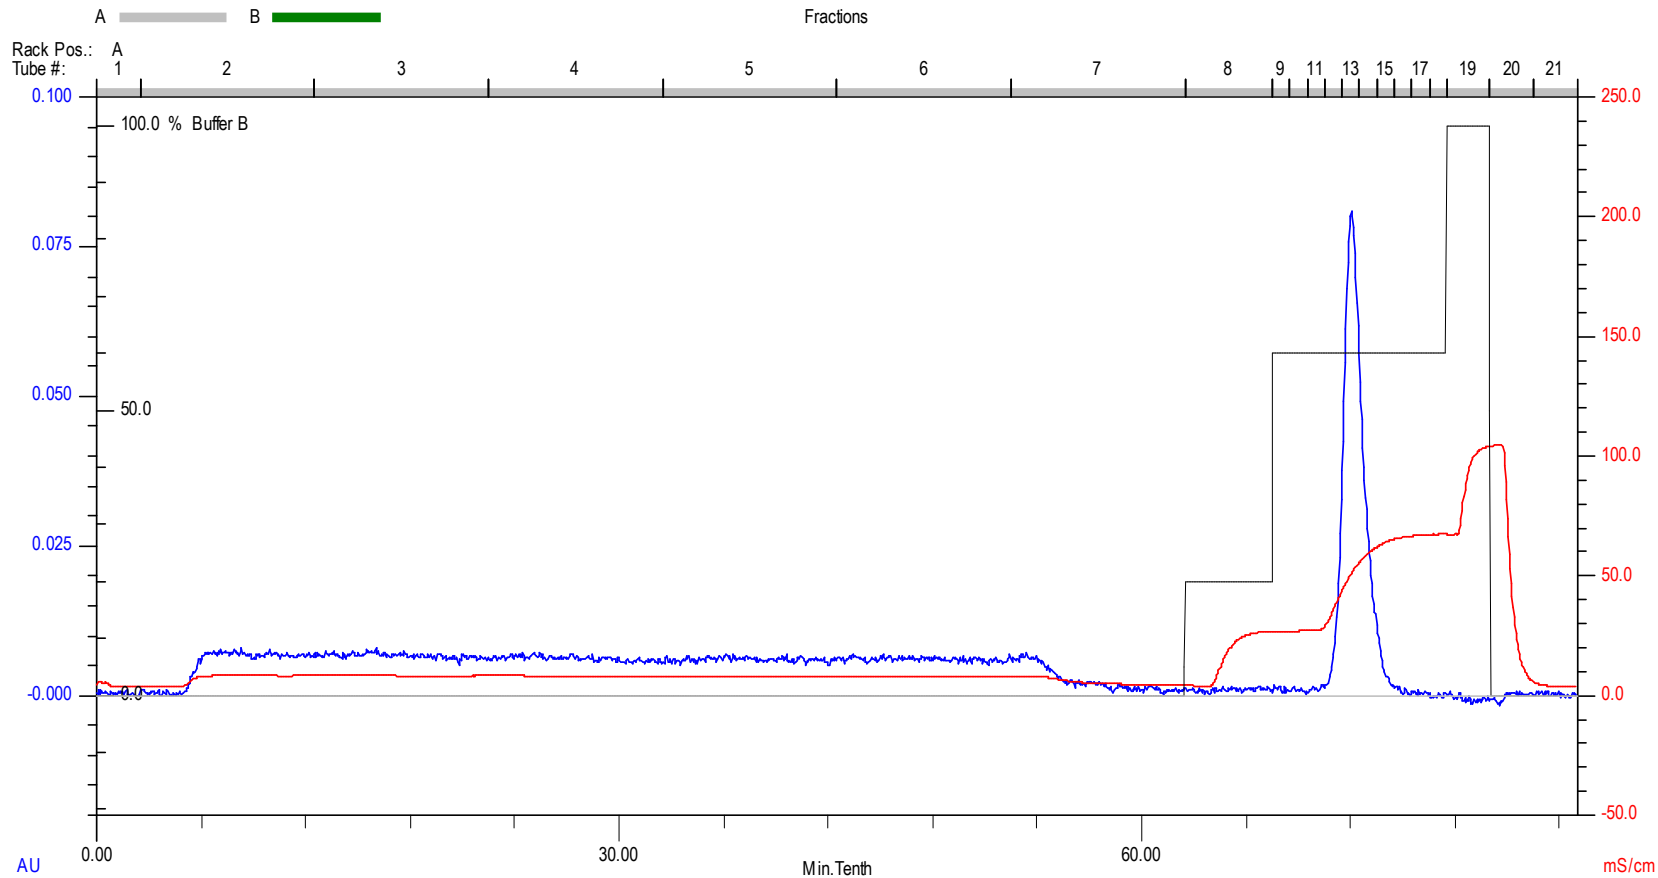

| Line style                           | Detector     | Base  | Max    | Units      |
|--------------------------------------|--------------|-------|--------|------------|
| <span style="color: blue;">—</span>  | UV           | 0.000 | 0.100  | AU         |
| <span style="color: red;">—</span>   | Conductivity | -0.0  | 250.0  | mS/cm      |
| <span style="color: grey;">—</span>  | GP pressure  | 0.0   | 4000.0 | psi        |
| <span style="color: black;">—</span> | % Buffer B   | 0.0   | 105.0  | % Buffer B |

---

## BioLogic DuoFlow Run Report

---

**User:** Olivier

**Run Date:** 10:31:30 AM 05-31-23

**Printed:** *jeudi 30 novembre 2023*

**Sample:**

**Column:**

**Buffer A:** Buffer A

**Buffer B:** Buffer B

**Operator:** Olivier

**Flow Rate:**

**Gradient:**

**Fraction Size:**

**Method Description:**

**Run Description:**

**Project:** Purif FGF19 (Guillaume)

**Method:** HighTrap heparin 1ml (25mL) 600mM slow

**Run:** PurifProt#9 Step#3

# Supplementary material for: FGF19 and its analog Aldafermin cooperate with MYC to induce aggressive hepatocarcinogenesis
**Source:** EMBO Mol Med. 2024 Jan 16;16(2):2. doi: 10.1038/s44321-023-00021-x
**Supplement:** Supplementary file 4 — Source Data Fig. 3

# BioLogic DuoFlow Run Report

User: Olivier

Run Date: 12:35:10 PM 09-19-23

Project: Purif FGF19 (Guillaume)

Method: HiTrap Q HP 5ml slow charge fast collect

Run: PurifProt#10 Step#1

Printed: jeudi 30 novembre 2023

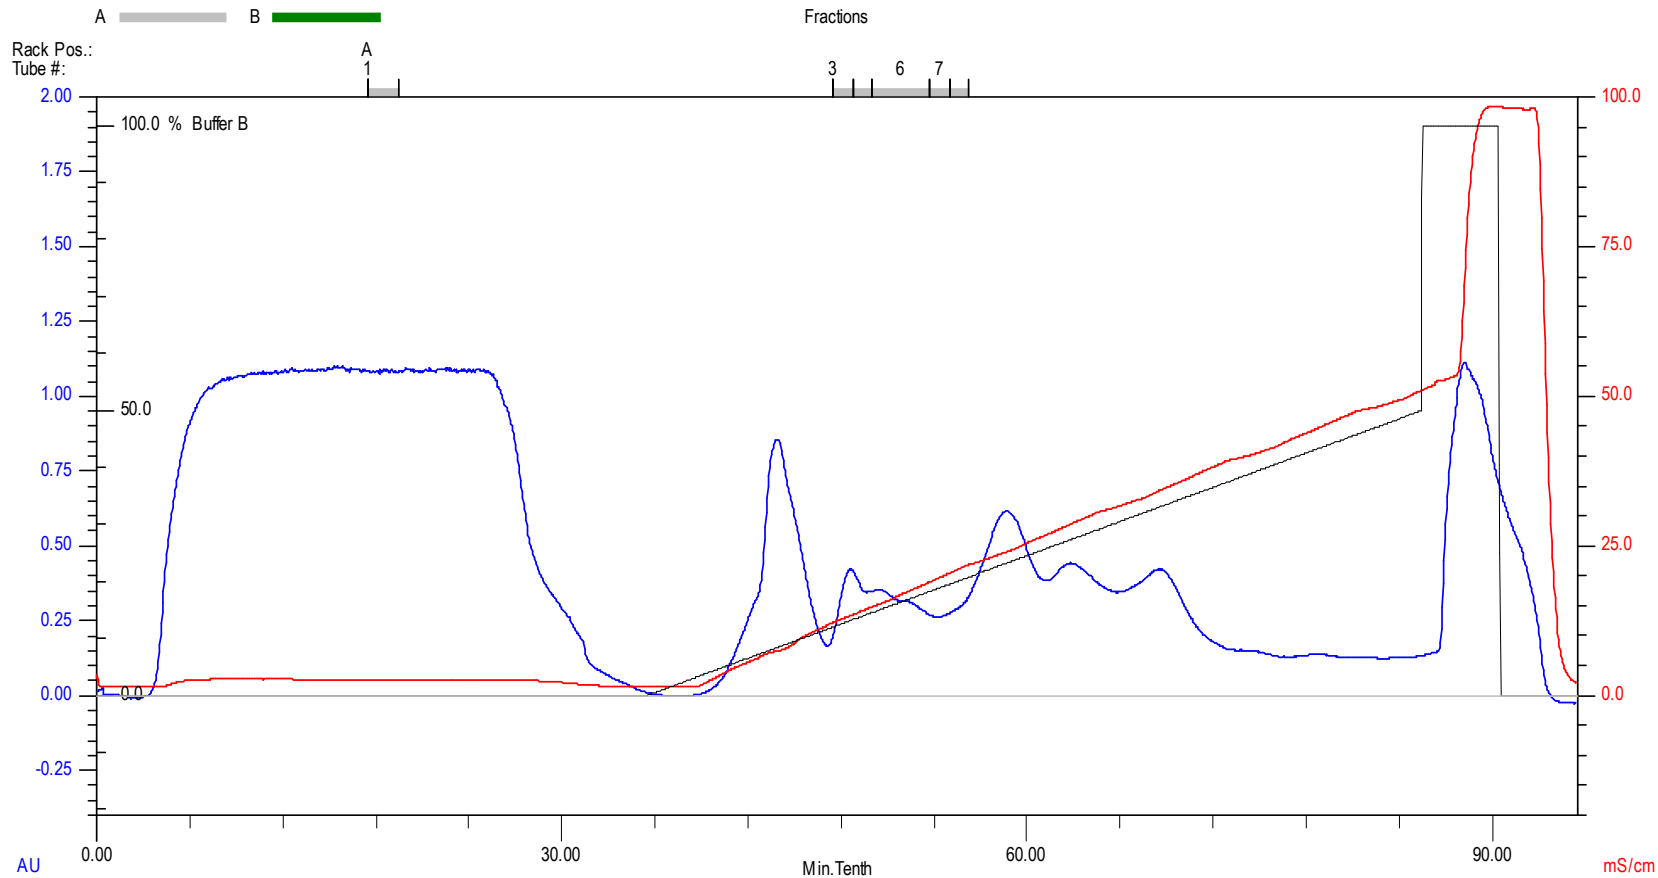

| Line style                           | Detector     | Base | Max    | Units      |
|--------------------------------------|--------------|------|--------|------------|
| <span style="color: blue;">—</span>  | UV           | 0.00 | 2.00   | AU         |
| <span style="color: red;">—</span>   | Conductivity | 0.0  | 100.0  | mS/cm      |
| <span style="color: gray;">—</span>  | GP pressure  | 0.0  | 4000.0 | psi        |
| <span style="color: black;">—</span> | % Buffer B   | 0.0  | 105.0  | % Buffer B |

---

## BioLogic DuoFlow Run Report

---

**User:** Olivier

**Run Date:** 12:35:10 PM 09-19-23

**Printed:** *jeudi 30 novembre 2023*

**Sample:**

**Column:**

**Buffer A:** Buffer A

**Buffer B:** Buffer B

**Operator:** Olivier

**Flow Rate:**

**Gradient:**

**Fraction Size:**

**Method Description:**

**Run Description:**

**Project:** Purif FGF19 (Guillaume)

**Method:** HiTrap Q HP 5ml slow charge fast collect

**Run:** PurifProt#10 Step#1

# Supplementary material for: FGF19 and its analog Aldafermin cooperate with MYC to induce aggressive hepatocarcinogenesis
**Source:** EMBO Mol Med. 2024 Jan 16;16(2):2. doi: 10.1038/s44321-023-00021-x
**Supplement:** Supplementary file 4 — Source Data Fig. 3

# BioLogic DuoFlow Run Report

User: Olivier

Run Date: 03:02:00 PM 09-19-23

Project: Purif FGF19 (Guillaume)

Method: HisTrap Nickel 1mL (30mL)

Run: PurifProt#10 Step#2

Printed: jeudi 30 novembre 2023

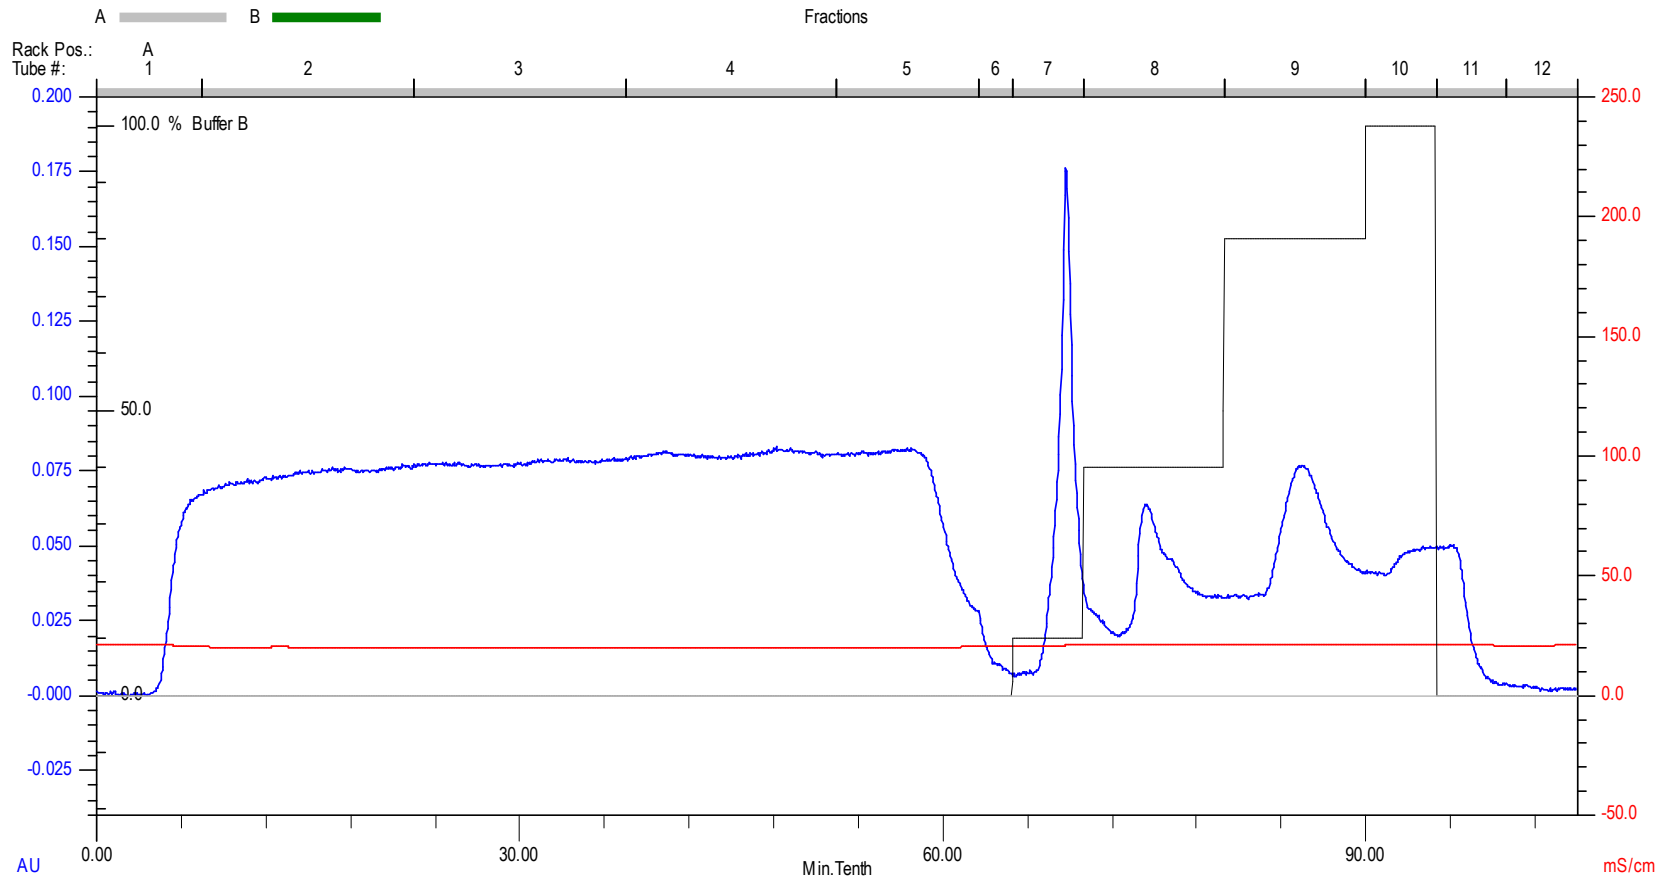

| Line style                          | Detector     | Base  | Max    | Units      |
|-------------------------------------|--------------|-------|--------|------------|
| <span style="color: blue;">—</span> | UV           | 0.000 | 0.200  | AU         |
| <span style="color: red;">—</span>  | Conductivity | -0.0  | 250.0  | mS/cm      |
| <span style="color: gray;">—</span> | GP pressure  | 0.0   | 4000.0 | psi        |
| <span style="color: gray;">—</span> | % Buffer B   | 0.0   | 105.0  | % Buffer B |

---

## BioLogic DuoFlow Run Report

---

**User:** Olivier

**Run Date:** 03:02:00 PM 09-19-23

**Printed:** *jeudi 30 novembre 2023*

**Sample:**

**Column:**

**Buffer A:** Buffer A

**Buffer B:** Buffer B

**Operator:** Olivier

**Flow Rate:**

**Gradient:**

**Fraction Size:**

**Method Description:**

**Run Description:**

**Project:** Purif FGF19 (Guillaume)

**Method:** HisTrap Nickel 1mL (30mL)

**Run:** PurifProt#10 Step#2

# Supplementary material for: FGF19 and its analog Aldafermin cooperate with MYC to induce aggressive hepatocarcinogenesis
**Source:** EMBO Mol Med. 2024 Jan 16;16(2):2. doi: 10.1038/s44321-023-00021-x
**Supplement:** Supplementary file 4 — Source Data Fig. 3

# BioLogic DuoFlow Run Report

User: Olivier

Run Date: 05:38:04 PM 09-19-23

Project: Purif FGF19 (Guillaume)

Method: HighTrap heparin 1ml (25mL) 600mM slow

Run: PurifProt#10 Step#3

Printed: jeudi 30 novembre 2023

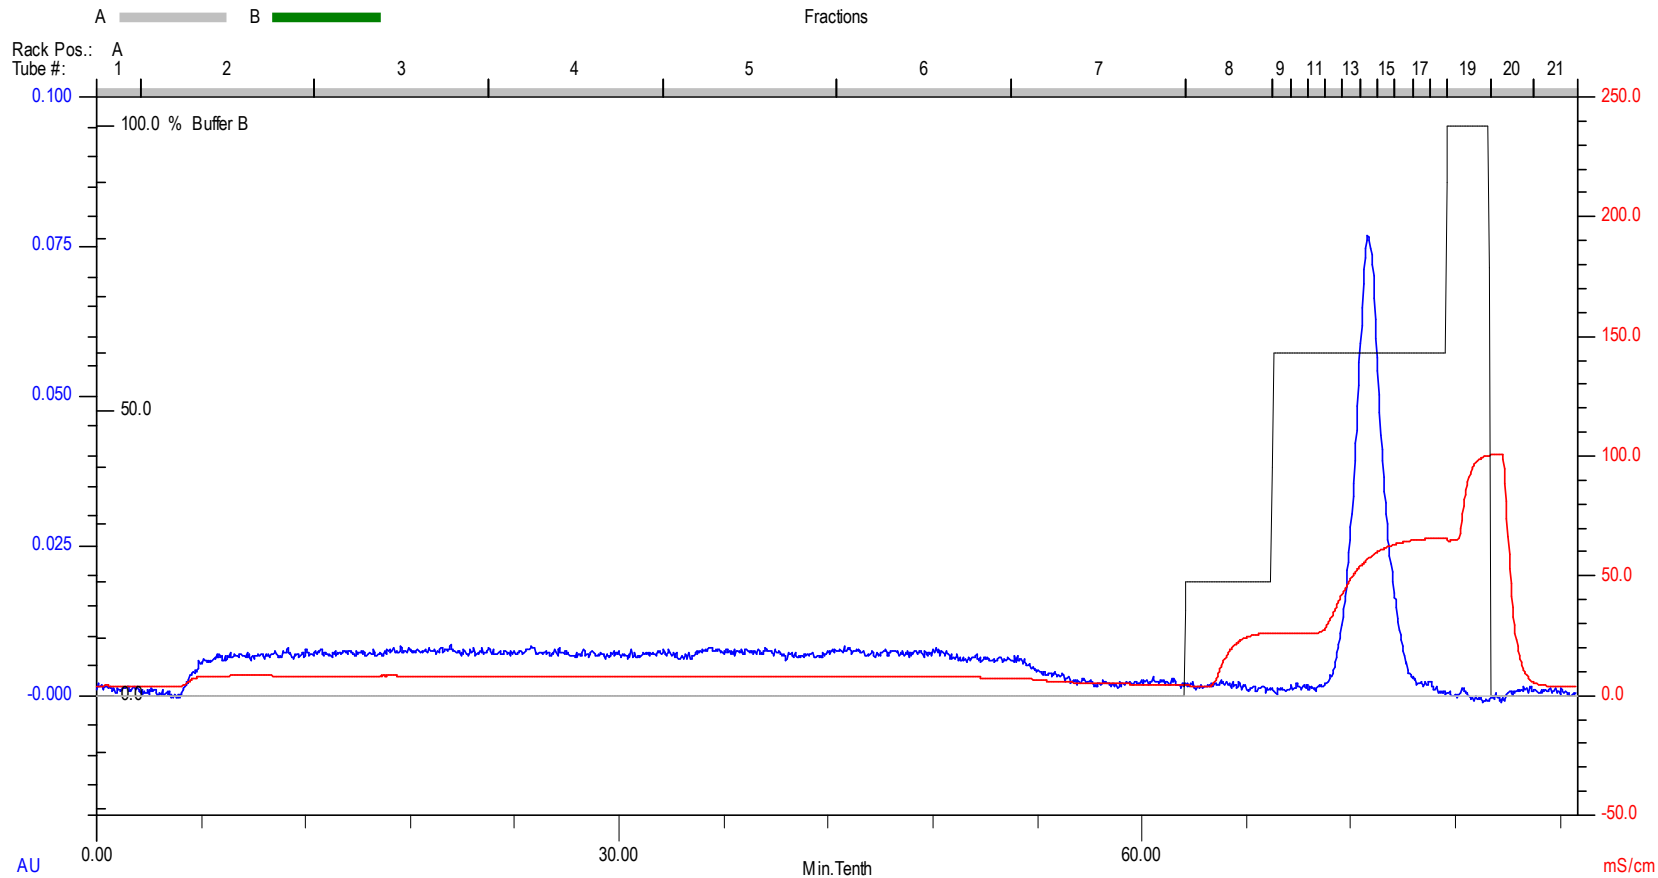

| Line style                           | Detector     | Base  | Max    | Units      |
|--------------------------------------|--------------|-------|--------|------------|
| <span style="color: blue;">—</span>  | UV           | 0.000 | 0.100  | AU         |
| <span style="color: red;">—</span>   | Conductivity | -0.0  | 250.0  | mS/cm      |
| <span style="color: gray;">—</span>  | GP pressure  | 0.0   | 4000.0 | psi        |
| <span style="color: black;">—</span> | % Buffer B   | 0.0   | 105.0  | % Buffer B |

---

## BioLogic DuoFlow Run Report

---

**User:** Olivier

**Run Date:** 05:38:04 PM 09-19-23

**Printed:** *jeudi 30 novembre 2023*

**Sample:**

**Column:**

**Buffer A:** Buffer A

**Buffer B:** Buffer B

**Operator:** Olivier

**Flow Rate:**

**Gradient:**

**Fraction Size:**

**Method Description:**

**Run Description:**

**Project:** Purif FGF19 (Guillaume)

**Method:** HighTrap heparin 1ml (25mL) 600mM slow

**Run:** PurifProt#10 Step#3

# Supplementary material for: FGF19 and its analog Aldafermin cooperate with MYC to induce aggressive hepatocarcinogenesis
**Source:** EMBO Mol Med. 2024 Jan 16;16(2):2. doi: 10.1038/s44321-023-00021-x
**Supplement:** Supplementary file 6 — Expanded View Figures

Expanded View Figures

3-5 months post-HGT

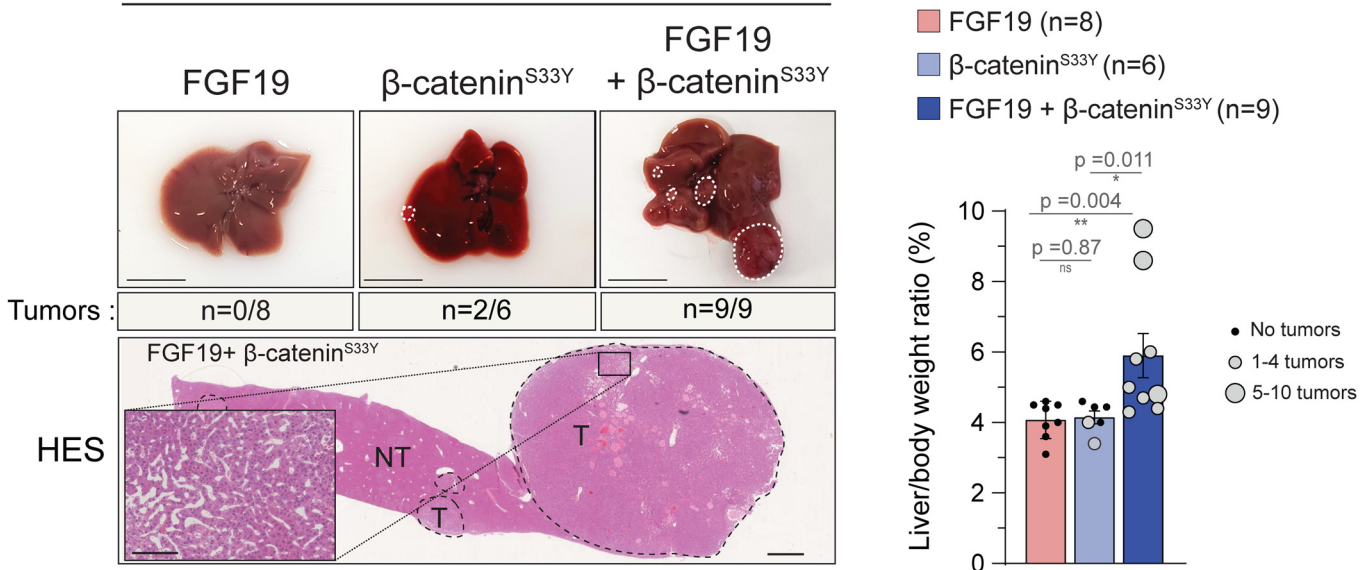

**Figure EV1. FGF19 cooperates with  $\beta$ -catenin<sup>S33Y</sup> to induce hepatic carcinogenesis.**

Representative livers and HES-stained sections from mice following hydrodynamic gene transfer with either FGF19,  $\beta$ -catenin<sup>S33Y</sup> or both. Tumor incidence is indicated. Liver/body weight ratio for each mouse, with dot sizes proportional to tumor burden. Scale bar for zoom: 200  $\mu$ m. Scale bar for large view: 1 cm. Mann-Whitney test statistical significance is indicated. Data are represented as mean  $\pm$  SD. ns (non significant)  $p > 0.05$ , \* $p < 0.05$ , \*\* $p < 0.01$ .

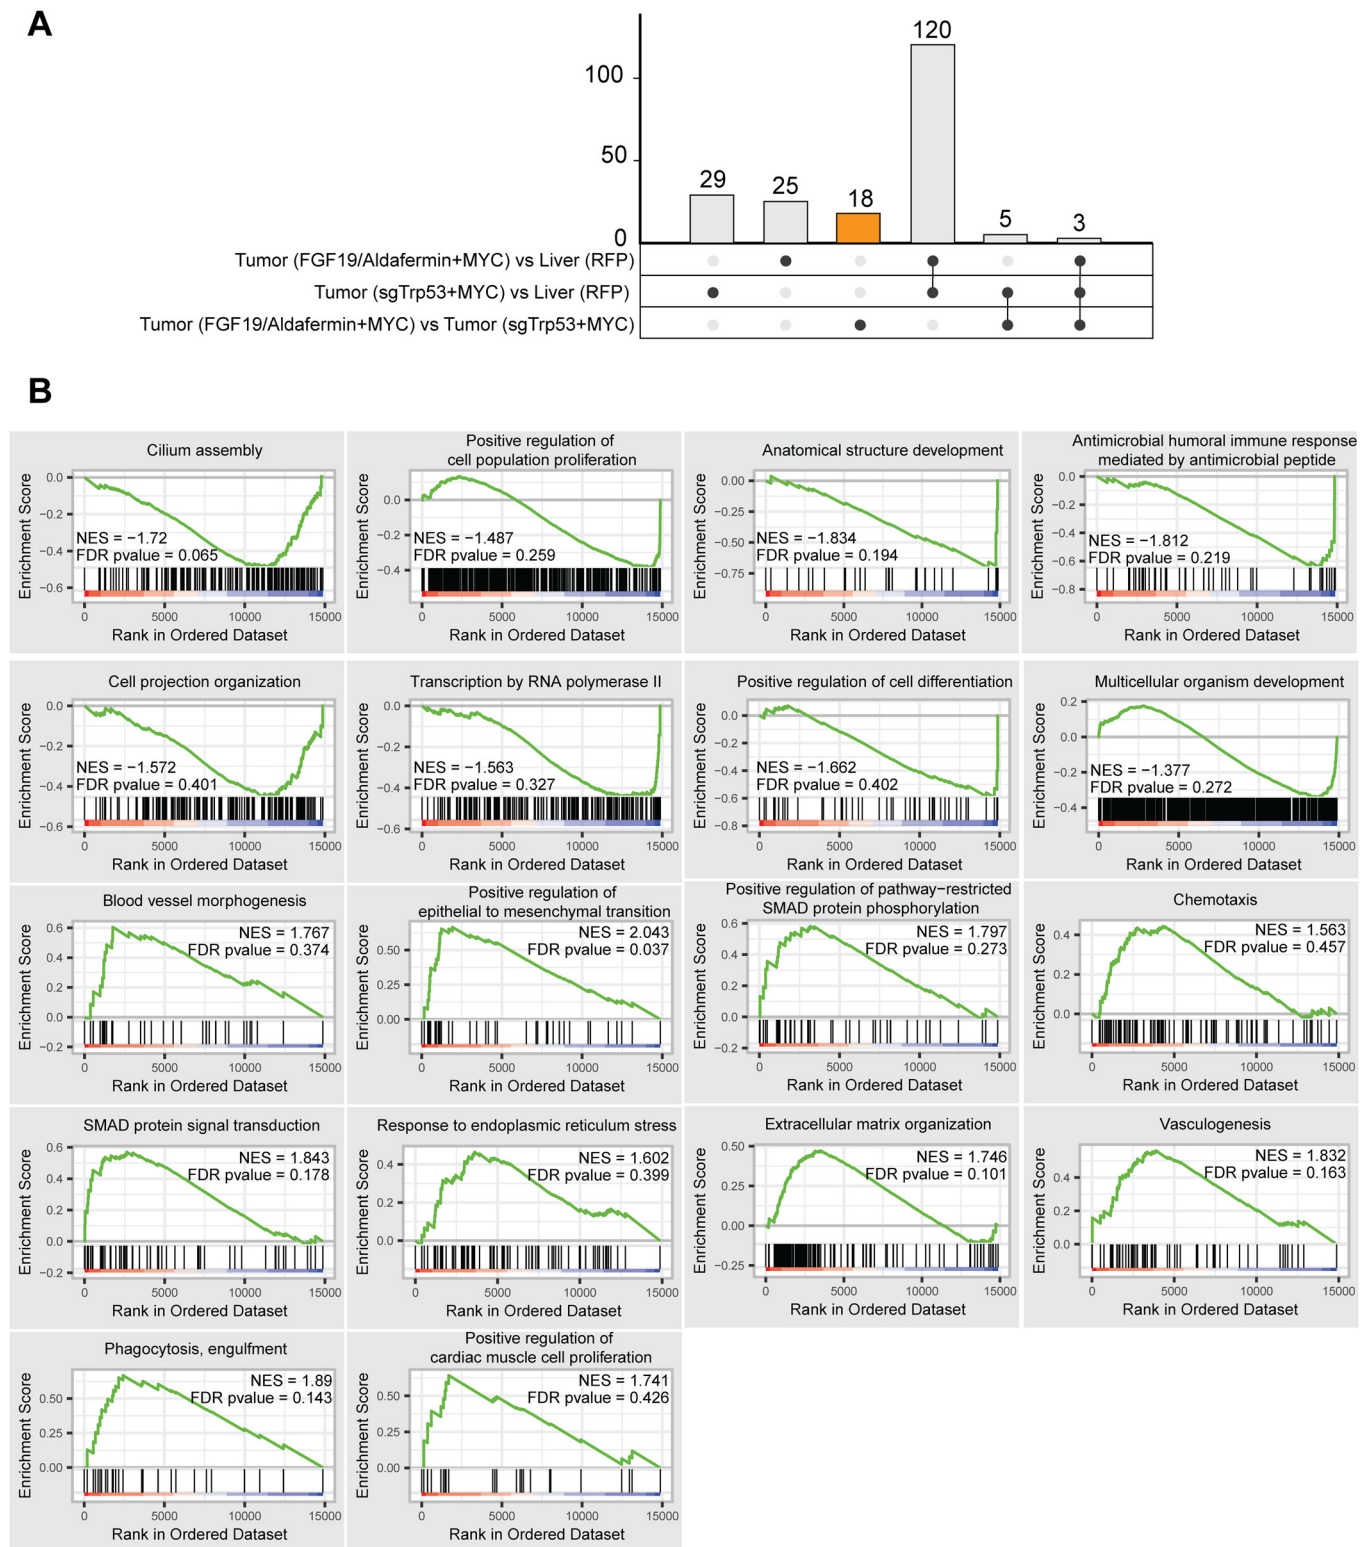

**Figure EV2. GSEA Pathways enriched in FGF19/Aldafermin + MYC driven tumors.**

(A) Upset plot depicting the number of unique and shared GSEA pathways enriched in each sample groups analyzed by RNAseq. FGF19 + MYC and Aldafermin + MYC samples were pooled for this analysis. (B) GSEA analysis of the 18 pathways specifically enriched in FGF19/Aldafermin + MYC vs sgTrp53 + MYC tumors.

Kolmogorov-Smirnov statistical test significance is indicated. Data information: Threshold of significance for GSEA:  $p < 0.01$ . Complementary data are provided in Dataset EV1.

How the deposited data were processed for this re-analysis (not part of the article)

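Gene expression was measured by RNA sequencing in 20 libraries, 5 each from Aldafermin + MYC tumors, FGF19 + MYC tumors, sgTrp53 + MYC tumors and control livers. The authors made stranded mRNA libraries, sequenced 150 base pair paired end reads, aligned them with HISAT2 to the mouse genome (NCBI Mm39) and counted reads per gene with htseq-count on the NCBI RefSeq annotation. The deposited values are these raw counts per gene symbol, whole numbers without normalization or filtering, with 5 summary lines of htseq-count among them. Some symbols are in the form that spreadsheet software gives to dates. All sample columns were used (0 were left out). Conditions were taken from the sample titles and the paper. Because the 5 sgTrp53 + MYC libraries are in a table of their own, every comparison with them is also a comparison between tables.

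Between 18004977 and 66354724 reads per library were counted on genes. No library was a copy of another: the chi-square over its degrees of freedom between pairs of libraries of a group was at least 15.7. A gene with 3 counts or fewer in every library of a group was treated as at the floor, and a fold change against that group is given as a lower bound. This floor covers counting error only.

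Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Summary lines were removed and 14333 genes with at least 1 CPM in at least 5 libraries were kept. Libraries were normalized by the TMM method, one quasi-likelihood model was fitted to the 4 groups, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The 4 comparisons were Aldafermin + MYC against FGF19 + MYC tumors, the mean of both against sgTrp53 + MYC tumors, the mean of both against livers, and sgTrp53 + MYC tumors against livers. Principal component analysis used centered, unscaled log2 CPM with a prior count of 2. Distances between groups were tested by permutation of a pseudo-F statistic over all splits, and gene lists, fixed beforehand, were scored per library as mean log2 CPM and tested by exact permutation. The comparisons, their tests and most of their alternatives were set before the data were examined.

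Genes named in the text were chosen by a rule: every gene that the paper's text names, the 3 highest and 3 lowest log2 fold changes of each comparison among significant genes with a mean of at least 10 CPM and no overlap between groups, the significant genes of the p53 target list, and the 3 genes of each of 4 pathways with the smallest adjusted p. Not all genes meeting the rule are printed. Igfbp3, Tmem98 and Mylpf fall outside it and were chosen after their values were seen, as was Mdm2 in the comparison of Aldafermin + MYC with FGF19 + MYC tumors.

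The alternatives were DESeq2 1.42.0 and edgeR's likelihood ratio test in place of the quasi-likelihood test, other size factors, other filters, only the compared groups in the model, the replicate number as a block, summary lines kept, pseudogene-like symbols left out, other scales and prior counts, and each library left out in turn. A correction for GC content and exon length was added after the data were seen. Replicate numbers come from the sample titles and belong to different mice.

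The tests were also checked on simulated counts with the means, dispersions and library sizes of these samples, after the first look at the real counts and without changes to the tests. Of 200 changed genes among 14333, the quasi-likelihood test found 51 of the 100 changed by a log2 fold change of 1 and 90 of the 100 changed by 2, with 2 false calls. DESeq2 found 64 and 95, with 27 false calls, and the likelihood ratio test 62 and 96, with 17 false calls. With no gene changed, the calls were 0, 3 and 2. Of 500 genes shifted in one tumor group, 422 were found along Dim2.

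Coordinates are from the GENCODE M39 annotation of GRCm39, whereas counting used RefSeq. Gene set enrichment analysis was not repeated, because no pathway annotation was used here.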

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

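The test of liver tissue in Aldafermin + MYC replicate 4 was chosen only after its values were seen. In 255 groups of 5 libraries (read classes and named genes), 21 single libraries lay far from the other 4 of their group, where 12.8 are expected by chance. The libraries of a group share a condition, so no biological explanation was tested for a single library unless given below.

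Aldafermin + MYC replicate 4 stood apart from the rest of its group in genes of the liver. Its Cyp7a1 was 28.8 CPM against at most 0.174 in the other 4 tumors, its A1bg 82.9 CPM against 0, its Slco1a1 13 CPM against 0.645 and its 9030616G12Rik 0.385 CPM against 0. A candidate explanation is liver tissue in this sample. Of 30 genes expressed in liver and low in the other 14 tumors, 76.7% were higher in it than in all of these, short of the 80% set for the test. The next highest share was 66.7%, in FGF19 + MYC replicate 5, where 9030616G12Rik was 0.703 CPM against 0.0587. The mean log2 CPM of a list of hepatocyte genes was higher in that tumor, 10.3, than in Aldafermin + MYC replicate 4, 9.86. In sgTrp53 + MYC replicate 1 it was 9.67. Genes high in the left-out tumor alone enter its set by construction, so the test cannot separate liver tissue from liver-like expression of the tumor cells.

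In sgTrp53 + MYC replicate 3, A1bg was 12.1 CPM against 0.642, Slco1a1 5.36 against 0.445 and Myc 4.3 against 2.94, and in the same test of liver tissue its share was 15.4%. Other distant libraries of sgTrp53 + MYC tumors were replicate 4 in Afp (1270 CPM against 445), replicate 1 in Stat3 (46.8 against 84.1) and replicate 2 in Tnfrsf10b (12.8 against 3.96). In Aldafermin + MYC tumors they were replicate 1 in Fgf21 (0 CPM against 0.427), replicate 5 in Fabp6 (8.47 against 0.121) and replicate 3 in Gdf15 (47.4 against 20) and Adamts1 (23.9 against 11.7). In FGF19 + MYC replicate 1, Tgfbr2 was 17.5 CPM against 33.2, Adamts1 7.7 against 13.9, and 10.9% of reads had a low alignment quality against 13.5% in the nearest other library. In liver replicate 5, 15.7% of reads were not aligned against 24.6%, 2.09% fell on no gene against 1.63%, and Stat3 was 155 CPM against 182. In the test of liver tissue, which has the limit given above, the share was 47.4% in sgTrp53 + MYC replicate 1 and 0% in the other tumors named in this paragraph, replicate 3 of sgTrp53 + MYC apart. No other explanation was tested for these libraries.

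Gm5561, a processed pseudogene, moved in opposite directions relative to livers. Its log2 fold change was 1.8 in the pooled FGF19 + MYC and Aldafermin + MYC tumors and -1.69 in sgTrp53 + MYC tumors, and the difference of 3.49 (standard error 0.3, 5 against 10 tumors without overlap) had an adjusted p of 9.8e-07 in edgeR's quasi-likelihood test. The sgTrp53 + MYC libraries form a table of their own. A difference between the tables in how reads reached this pseudogene cannot be told apart from a difference between the tumors.

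Some genes that the paper does not discuss were expressed in tumors and absent or nearly absent in livers. In the pooled FGF19 + MYC and Aldafermin + MYC tumors, Arxes1 had a mean of 24.6 CPM, at least 114-fold above livers, Lingo3 of 22.3 CPM, at least 104-fold, and Car12 of 107 CPM against 0.0546 in livers. In sgTrp53 + MYC tumors, the means were 13.6 CPM for Arxes1, 25.9 for Lingo3 and 111 for Car12, so these genes were not limited to the pooled tumors. Lypd8 had a mean of 39 CPM in sgTrp53 + MYC tumors, at least 181-fold above livers. In the pooled tumors it was at least 23.6-fold above livers. These tumors and livers differ in tissue composition as well as in transformation, and no explanation was tested.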

How the results depend on the processing

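None of the tests in this part was chosen after its result was seen, except the correction for GC content and exon length. The numbers of genes that differed between the pooled FGF19 + MYC and Aldafermin + MYC tumors and sgTrp53 + MYC tumors (2647 to 4139), between the pooled tumors and livers (9259 to 13161) and between sgTrp53 + MYC tumors and livers (8943 to 12176) stayed within 1.5 times their reported values under all 10 alternatives. Between sgTrp53 + MYC and the pooled tumors, Trp53 and the p53 target list kept their direction and stayed past the threshold in every alternative and every fit without one library, the list score between -1.38 and -1.11 over its 7 alternatives. Of 1662 values of 72 results for single genes, 15 were weaker, 3 stronger and 21 reversed, the others kept their direction and side of the threshold, and 60 of the results were the same throughout.

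The number of genes differing between Aldafermin + MYC and FGF19 + MYC tumors, 0 in the quasi-likelihood test (1048 at an unadjusted p under 0.05), was 96 with DESeq2, 59 with the likelihood ratio test with tagwise dispersion, 2 with RLE size factors, 2 with summary lines kept, and 0 to 29 in the fits that each left out one library, with 29 without Aldafermin + MYC replicate 4. Of these 29, 17 were among the genes of DESeq2. On simulated counts with no change, DESeq2 made 3 calls and the likelihood ratio test 2, and with 200 changed genes they made 27 and 17 false calls against 2 of the quasi-likelihood test. The distance statistic between these tumors ranged from 1.15 to 2.07 without one library, highest without Aldafermin + MYC replicate 4. The cause was not tested.

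Without a filter on low counts, the listed genes that were higher in the pooled tumors numbered 5 for epithelial to mesenchymal transition, 6 for extracellular matrix organization and 4 for vasculogenesis. With only the compared groups in the model, 6 were higher for extracellular matrix organization. In the fits that each left out one library, the ranges were 4 to 9 for epithelial to mesenchymal transition, 4 to 14 for extracellular matrix organization, 4 to 10 for vasculogenesis and 8 to 14 for SMAD protein signal transduction. The cause was not tested. Without the filter, 33.1% of the genes that differed between the pooled tumors and sgTrp53 + MYC tumors were higher in the pooled tumors, against 48.9% with it, and the median log2 fold change of all genes was -0.13 against -0.02. For sgTrp53 + MYC tumors against livers, this median was 0.33 without the filter and 0.19 with only these groups in the model, against 0.07.

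Dim1 held 56.1% of the variance without a filter, 49.7% with genes scaled to unit variance and 27.1% in the 15 tumors alone, and 65.3% to 72.5% without one library. Dim2 held 6.95% with pseudogene-like symbols left out, 15.4% with genes scaled to unit variance and 6.79% to 9.12% without one library. In the tumors alone Dim2 held 21.4%, and the dimension that parts the tumors was Dim1, with 27.1%. The genes along Dim2 numbered 3225 with unit variance, where it was not tested whether Dim2 parts the tumors. In the tumors alone, 3361 genes lay along Dim1. With log10(mean CPM + 1) over all genes, the correlation between Aldafermin + MYC and FGF19 + MYC tumors was 0.996. The cause was not tested.

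In the camera test, the FGF receptor response list passed the threshold between the pooled tumors and sgTrp53 + MYC tumors with a smaller difference (0.19, p = 0.0488, against 0.76, exact permutation p = 0.14), and ranged from 0.46 to 1.28 without one library. The STAT3 target list passed it between Aldafermin + MYC and FGF19 + MYC tumors (0.55, p = 0.0345, against 0.16, exact permutation p = 0.794), and ranged from -0.16 to 0.45 without one library. Over the alternatives that kept all libraries, their p ranged from 0.0488 to 0.207 and from 0.0345 to 0.905. Without one library, the exact permutation p of the FGF receptor response list ranged from 0.005 to 0.37, past the threshold in 1 of 15 fits, the one without sgTrp53 + MYC replicate 2, and that of the STAT3 target list from 0.476 to 0.849. The cause was not tested.

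Between Aldafermin + MYC and FGF19 + MYC tumors, some log2 fold changes that were not past the threshold changed sign. Ctnnb1 was -0.0070 with DESeq2, -0.00689 with RLE size factors and -0.012 with only these groups in the model, and Fgfr4 was -0.00223 after the correction for GC content and exon length. Without one library the ranges were -0.064 to 0.061 for Ctnnb1, -0.011 to 0.16 for Fgfr4, -0.0503 to 0.68 for Fgf21, -4.41 to 3.24 for Cyp7a1, -0.12 to 0.089 for Trp53, -0.0995 to 0.19 for Klb and -0.39 to 0.43 for Hprt. For Cyp7a1, the lowest value is the one without Aldafermin + MYC replicate 4, which had nearly all of the reads of this gene among the Aldafermin + MYC tumors. The cause of the others was not tested.

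With the replicate number as a block, the 4 comparisons gave 0 (953 at an unadjusted p under 0.05), 3120, 10544 and 9981 genes, the 4 pathways 7, 10, 8 and 12 genes, and Trp53 -1.63. Permuting labels within the block gave an exact permutation p of 0.312 for the distance between Aldafermin + MYC and FGF19 + MYC tumors, 0.562 for the STAT3 list and 0.438 for the FGF receptor list. Same-numbered libraries come from different mice, and for one of the 6 pairings of groups, Aldafermin + MYC with sgTrp53 + MYC tumors, their residuals correlated at -0.11.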

Differences from the paper's values

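None of the tests in this part was chosen after its result was seen. The paper reports 786 genes that separate the tumors along Dim2, and 1714 were obtained here with the same limits on contribution and correlation. None of the alternatives set before the data were examined closed the gap. The number was 1714 with RLE size factors, 2335 without a filter on low counts and 1643 with a mean CPM of at least 1. It was 1565 with a prior count of 0.25 and 1599 with summary lines kept as genes. With pseudogene-like symbols left out it was 1746, and with genes scaled to unit variance 3225. In the 15 tumors alone, 3361 genes lay along Dim1, which parts the tumors there.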

Other observations

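Both tests on pseudogenes and the test of muscle RNA were chosen only after the results they measure were seen, the test on ribosomal protein pseudogenes after the result of the other one.

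For the number of genes that differed between groups, other splits of the same libraries were tested that gave each group one library of every replicate number. For Aldafermin + MYC against FGF19 + MYC tumors, 16 of 16 splits gave at least 0 genes, which any split does, so this comparison cannot tell (1048 genes had an unadjusted p under 0.05). Splits of other kinds gave up to 228 genes. For the pooled FGF19 + MYC and Aldafermin + MYC tumors against sgTrp53 + MYC tumors, 1 of 100 splits gave as many genes, the real one, and the next highest gave 1445. The real split is also the split between the 2 tables, so table and condition cannot be told apart. For the pooled tumors against livers, 1 of 100 splits gave as many genes, with 8263 in the next highest. For sgTrp53 + MYC tumors against livers it was 1 of 16, too few splits for a share under 0.05. Of 84 splits of other kinds, 0 gave as many genes, with at most 2994 against the real 10019. Over all 100 splits the real one alone gave as many, which argues against a random split as the source of this number. Here too, the real split is the split between the 2 tables.

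Several technical explanations were tested for the separation of sgTrp53 + MYC tumors from the other tumors. With their counts thinned to the median total of the other tumors, 3316 genes differed in place of 3399, so depth does not account for it. Genes with opposite-strand exons over at least 30% of their length had a median log2 fold change between sgTrp53 + MYC tumors and livers only 0.0109 away from that of genes without, which leaves no sign of a difference in the strand counted. A list of hepatocyte genes did not differ between the tumors (0.08 on the log2 scale, exact permutation p = 0.897). GC content and exon length remain as possible explanations for a part of it. Their correlations with the log2 fold change, 0.313 and -0.221, were larger than in the comparison of the pooled tumors with livers within the first table, 0.0115 and -0.0904. In the other comparison between the tables, sgTrp53 + MYC tumors against livers, they were -0.085 and 0.0113, so a bias between the tables is not seen there at that size. After a correction for both, 3431 genes differed, 2316 of them among the 3399, so these biases do not explain the separation in full.

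Pseudogenes may carry a difference between the tables. In a first test, 22.4% of 210 pseudogenes of the paper's second cluster were lower in sgTrp53 + MYC tumors than in livers. This test cannot tell, because the genes that ribosomal protein pseudogenes copy were higher in these tumors than in livers by a median log2 fold change of 1.55, so that fewer reads on the pseudogenes need not bring them below livers. A second test compared 129 ribosomal protein pseudogenes with the genes they copy. Their log2 fold change between the pooled tumors and sgTrp53 + MYC tumors exceeded that of the parent gene by a median of 1. Against livers, this excess was -0.96 in sgTrp53 + MYC tumors and 0.08 in the pooled tumors, which share a table with the livers. This is consistent with reads of ribosomal protein genes having been placed on pseudogenes differently in the 2 tables. The share of all counts on these pseudogenes did not differ (-0.0404 percentage points, exact permutation p = 0.573). With pseudogene-like symbols left out, 2647 genes still differed.

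For the p53 target list, 0 of 10000 random lists of the same size and expression had as low a median log2 fold change, so a shift of all genes between the tables does not account for its lower score in sgTrp53 + MYC tumors. Within the first table, the pooled tumors were above livers by 1.23, 10 tumors against 5 livers (exact permutation p = 0.000333, the smallest that can be given). The list also stayed past the threshold in the same direction after the correction for GC content and exon length. The lower score in sgTrp53 + MYC tumors may reflect the loss of p53, which remains a hypothesis because these tumors form a table of their own.

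More stellate, endothelial or macrophage RNA could raise genes of the extracellular matrix and of vasculogenesis in the pooled tumors. The marker lists of these cells differed from sgTrp53 + MYC tumors by 0.44 (exact permutation p = 0.376), 0.52 (p = 0.269) and 1.07 (p = 0.0729) on the log2 scale. None passed the threshold, which does not show that the cell content is the same.

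Ckm was 271 CPM in sgTrp53 + MYC tumors and 0.0907 CPM in the pooled tumors. Skeletal muscle in the samples is an unlikely explanation, since 1 of the 5 other muscle genes was above a mean of 1 CPM, Mylpf, at 2.12 CPM against 2.37 in the other tumors. No biological explanation was tested.

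Mdm2, chosen after its values were seen, was lower in Aldafermin + MYC than in FGF19 + MYC tumors, with an adjusted p of 0.0595 from edgeR's quasi-likelihood test. The call depended on the test and processing, and Mdm2 passed the threshold in 4 of 10 settings. A lower p53 activity in Aldafermin + MYC tumors could account for its lower level. The p53 target list without Mdm2 was lower by 0.54 on the log2 scale (exact permutation p = 0.0238). With Mdm2, the difference was -0.56 (exact permutation p = 0.0238), and adjusted over the 52 comparisons of lists it did not pass the threshold (adjusted p = 0.0538). A difference between series of mice was not excluded for Mdm2 or the list. Most FGF19 + MYC mice were numbered consecutively, apart from the Aldafermin + MYC mice.

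Myc had 7.45 ± 2.36 CPM (SD, n = 5) in livers, 3.6 ± 2.37 (SD, n = 5) in Aldafermin + MYC tumors, 4.33 ± 2 (SD, n = 5) in FGF19 + MYC tumors and 3.06 ± 0.709 (SD, n = 5) in sgTrp53 + MYC tumors. Relative to livers, the log2 fold change of the counted mouse gene was -0.91 (standard error 0.34, adjusted p = 0.0204 from edgeR's quasi-likelihood test) in the pooled FGF19 + MYC and Aldafermin + MYC tumors and -1.28 (standard error 0.4, adjusted p = 0.00857) in sgTrp53 + MYC tumors. The value in the pooled tumors was not past the threshold in 1 of the 15 fits that each left out one library. Whether reads of the injected MYC are counted on this gene was not tested.

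Cyp7a1 had 293 ± 169 CPM (SD, n = 5) in livers, 53.7 ± 34 (SD, n = 5) in sgTrp53 + MYC tumors, 1.13 ± 1.33 (SD, n = 5) in FGF19 + MYC tumors and 5.8 ± 12.9 (SD, n = 5) in Aldafermin + MYC tumors. Between the pooled tumors and sgTrp53 + MYC tumors its log2 fold change was -4.39 (standard error 1.09, adjusted p = 0.00715 from edgeR's quasi-likelihood test). Over the 15 fits that each left out one library it ranged from -7.74 to -4.1 and stayed past the threshold. In the pooled tumors relative to livers, the STAT3 target list was lower by 2.76 on the log2 scale (exact permutation p = 0.000333, adjusted p = 0.00247). It changed alike in sgTrp53 + MYC tumors relative to livers, with a difference of -2.45 (exact permutation p = 0.00794, adjusted p = 0.0217), and the pooled tumors differed from sgTrp53 + MYC tumors by -0.31 (exact permutation p = 0.529). The list of hepatocyte genes was lower by 4.69 and 4.77 in the same 2 comparisons with livers. A lower STAT3 target score relative to livers can therefore not be told apart from a loss of hepatocyte expression. The FGF receptor response list did not pass the threshold after adjustment over lists in any of the 4 comparisons. Its smallest adjusted p was 0.0628 (exact permutation test), in the pooled tumors relative to livers, where the difference was -0.69.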
